# Semaphorin 6D–expressing mesenchymal cells regulate IL-10 production by ILC2s in the lung

**DOI:** 10.26508/lsa.202201486

**Published:** 2022-08-29

**Authors:** Maiko Naito, Yoshimitsu Nakanishi, Yasutaka Motomura, Hyota Takamatsu, Shohei Koyama, Masayuki Nishide, Yujiro Naito, Mayuko Izumi, Yumiko Mizuno, Yuta Yamaguchi, Satoshi Nojima, Daisuke Okuzaki, Atsushi Kumanogoh

## Abstract

Group 2 innate lymphoid cells (ILC2s) have been implicated in both physiologic tissue remodeling and allergic pathology, yet the niche signaling required for ILC2 properties is poorly understood. Here, we show that an axonal guidance cue semaphorin 6D (Sema6D) plays critical roles in the maintenance of IL-10–producing ILC2s. *Sema6d*^*−/−*^ mice exhibit a severe steady-state reduction in ILC2s in peripheral sites such as the lung, visceral adipose tissue, and mesentery. Interestingly, loss of Sema6D results in suppressed alarmin-driven type 2 cytokine production but increased IL-10 production by lung ILC2s both in vitro and in vivo. Consequently, *Sema6d*^*−/−*^ mice are resistant to the development of allergic lung inflammation. We further found that lung mesenchymal cells highly express Sema6D, and that niche-derived Sema6D is responsible for these phenotypes through plexin A1. Collectively, these findings suggest that niche-derived Sema6D is implicated in physiological and pathological characteristics of ILC2s.

## Abstract (precis)

Group 2 innate lymphoid cells (ILC2s) have features specific to the niches in which they reside, and we found that semaphorin 6D signaling in the lung niche controls IL-10 production by ILC2s.

## Introduction

Group 2 innate lymphoid cells (ILC2s) are a subset of innate lymphoid cells that functionally mirror CD4^+^ T helper type 2 cells (Th2). In contrast to the antigen-specific response of Th2 cells, the activation of ILC2s is independent of antigen stimulation (Vivier et al, 2018). ILC2s produce type 2 cytokines in response to non-specific alarmins such as IL-33, IL-25, and thymic stromal lymphopoietin (Moro et al, 2010; Neill et al, 2010; Price et al, 2010). ILC2s are tissue-resident cells located in a variety of peripheral tissues (Gasteiger et al, 2015). Although ILC2s are important for inflammation, tissue remodeling, metabolism, and thermal homeostasis (McKenzie et al, 2014; Artis & Spits, 2015; Lee et al, 2015), these functions depend on the tissues in which they reside and on specific pathological conditions (Ricardo-Gonzalez et al, 2018; Schneider et al, 2019). Notably, lung ILC2s play a critical role in promoting allergic airway inflammation during innate immune responses (Halim et al, 2014; Martinez-Gonzalez et al, 2015). ILC2s produce IL-10 in addition to type 2 cytokines such as IL-4, IL-5, IL-9, and IL-13 (Seehus et al, 2017). IL-10 is an important multifunctional, anti-inflammatory cytokine that inhibits the outbreak of inflammatory cytokines, preventing host damage and maintaining the integrity of tissue function. The production of IL-10 is induced by cytokines (IL-33, IL-2, IL-4, and IL-27), retinoic acid (Morita et al, 2019), and neuropeptide neuromedin U (Bando et al, 2020). Recently, it is emerging that IL-10–producing ILC2s play important roles in human allergic disease. For instance, it has been reported that allergen-specific immunotherapy restored the ability of ILC2s to produce IL-10 (Boonpiyathad et al, 2021; Golebski et al, 2021), showing a potential of being new target for the treatment of allergic airway inflammation. However, it remains unclear how the signals within specific tissue environments help dictate the phenotype of regulatory ILC2s.

Semaphorins were originally identified as axon guidance factors during neuronal development (Kolodkin et al, 1993; Pasterkamp & Kolodkin, 2003). Cumulative findings have demonstrated that they have various effects in angiogenesis, tumor growth, bone homeostasis, and immune responses (Suzuki et al, 2007; Kang & Kumanogoh, 2013; Kumanogoh & Kikutani, 2013). Semaphorin 6D (Sema6D) is a class VI transmembrane-type semaphorin that functions as a ligand and a receptor through association with plexin A1. For instance, the Sema6D “reverse signal,” acting as a receptor, induces PPARγ and leads to the reprogramming of lipid metabolism in the context of macrophage polarization (Kang et al, 2018). On the other hand, the Sema6D “forward signal,” acting as a ligand, regulates T-cell activation during the late phases of an immune response (O’Connor et al, 2008). However, the involvement of Sema6D in other immune cell functions remains unclear.

Here we demonstrated that lung mesenchymal cells expressing Sema6D is relevant to the ability to produce IL-10 by ILC2s. Our findings indicate that Sema6D signals in the lung tissue niche play critical roles in controlling regulatory functions of ILC2s.

## Results

### Loss of Sema6D reduces ILC2s in peripheral tissues

To investigate the role of Sema6D in mature ILC2s, we examined the populations of ILC2s in Sema6D-deficient (*Sema6d*^−/−^) mice. Flow cytometric analysis showed that under steady-state conditions, Sema6D deficiency reduced the numbers of ILC2s in the lung, visceral adipose tissue (VAT), and mesentery, but not in the BM (Fig 1A and B).

**Figure 1.**
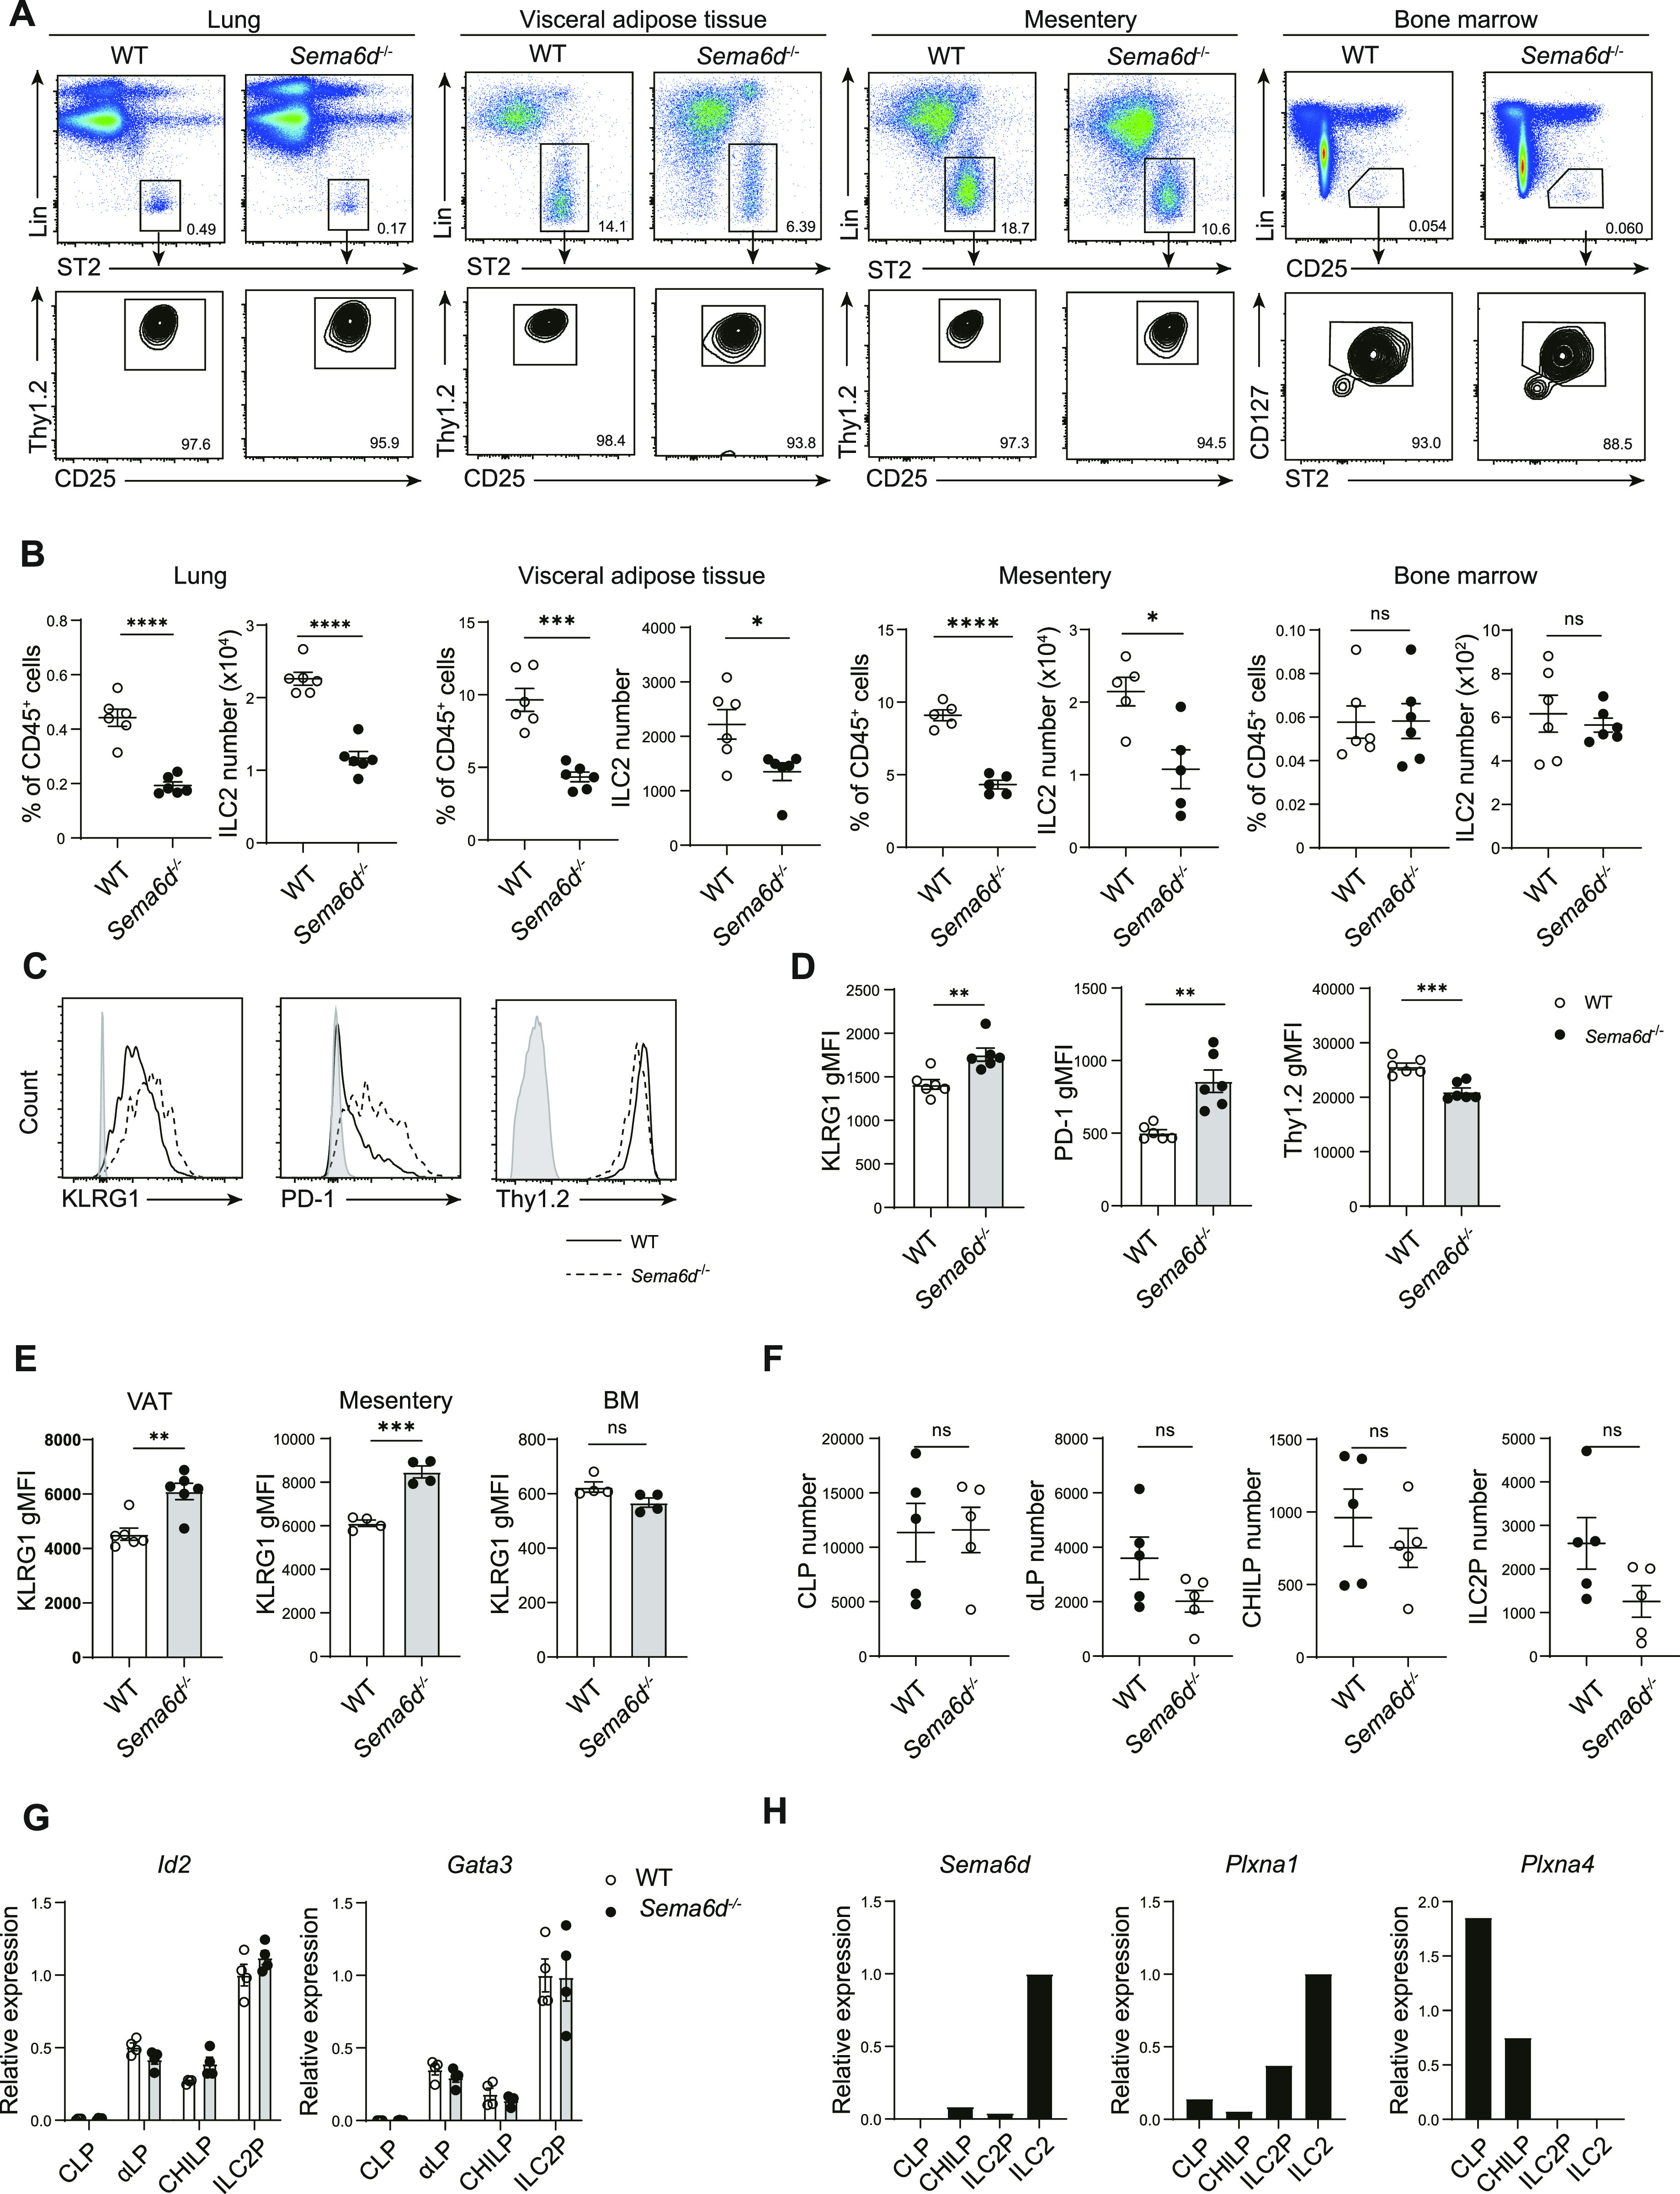
Loss of Sema6D reduces ILC2s in peripheral tissues. **(A)** Representative flow cytometry plots of ILC2s in peripheral tissues and BM from WT and *Sema6d*^−/−^ mice. **(B)** The frequencies and numbers of ILC2s (CD45^+^ Lin^−^ ST2+ CD90.2^+^ Thy1.2^+^) in (A) are shown (n = 4–6, per group). **(C)** Representative flow cytometric analysis of KLRG1, PD-1, and Thy1.2 expression, and geometric mean fluorescence intensity levels of lung ILC2s. **(D)** Geometric mean fluorescence intensity levels of KLRG1 in (A) are shown (n = 6, per group). **(E)** Geometric mean fluorescence intensity levels of KLRG1 in visceral adipose tissue, mesentery, and BM (n = 4–6, per group). **(F)** The numbers of CLP, α-LP, CHILP, and ILC2 cells in BM from WT and *Sema6d*^−/−^ mice (n = 5, per group). **(G)** The mRNA expression of *Id2* and *Gata3* on BM CLP, α-LP, CHILP, and ILC2P cells measured by qRT-PCR. **(H)** The mRNA expression of *Sema6d*, *Plxna1*, and *Plxna4* on BM CLP, CHILP, ILC2P, and ILC2 cells measured by qRT-PCR. Data are representative of three independent experiments (mean ± SEM). *P < 0.05; **P < 0.01; ***P < 0.001 by *t* test.

We next analyzed cell surface marker expression on ILC2s to determine whether Sema6D deficiency affected basal ILC2 status. Lung ILC2s from *Sema6d*^−/−^ mice showed increased KLRG1 and PD-1 expression, both of which are known activation markers of ILC2s (Hoyler et al, 2012). In addition, *Sema6d*^−/−^ ILC2s exhibited down-regulation of Thy1.2 expression (Fig 1C and D). Elevated expression of KLRG1 was also seen in VAT and mesentery ILC2s, but not in BM ILC2s (Fig 1E). These results suggest that Sema6D affects the activation status of ILC2s in peripheral tissues under steady-state conditions.

To assess the role of Sema6D in the development of ILC2s, we analyzed the expression of their related transcriptional factors and the numbers of common lymphoid progenitors (CLPs), α-lymphoid progenitors (α-LPs), common progenitor to all helper-like ILCs (CHILPs), and ILC2 progenitors (ILC2Ps) (Yu et al, 2014; Antignano et al, 2016; Monticelli et al, 2016). *Sema6d*^−/−^ and wild-type (WT) mice showed comparable numbers of ILC2 progenitors (Fig 1F), and Sema6D deficiency did not affect the expression of transcriptional regulators *Id2* and *Gata3*, which mark the ILC2 lineage (Fig 1G). Moreover, ILC2 progenitors expressed lower levels of *Sema6d* and its receptor *Plxna1* compared with mature ILC2s (Fig 1H). These data indicate that Sema6D deficiency does not affect the development of ILC2 progenitors in the BM but does contribute to maintaining the number of ILC2s in peripheral tissues.

### Sema6D deficiency impairs ILC2-induced type 2 inflammation

We next examined ILC2 effector functions after their activation. First, we cultured ILC2s from the lungs of *Sema6d*^−/−^ and WT mice with IL-2 and IL-33, the combination of which is the most potent known ILC2 stimulator and is critical for establishing allergic inflammation. ILC2s from *Sema6d*^−/−^ mice exhibited decreased IL-5 and IL-13 but increased IL-10 production in response to IL-2 and IL-33 in vitro (Fig 2A). The decreased expression of *Il5* and *Il13*, and elevated expression of *Il10*, were confirmed by qRT-PCR analysis (Fig 2B). These data indicate that Sema6D deficiency suppresses type-2 cytokine production but promotes anti-inflammatory cytokine secretion by ILC2s.

**Figure 2.**
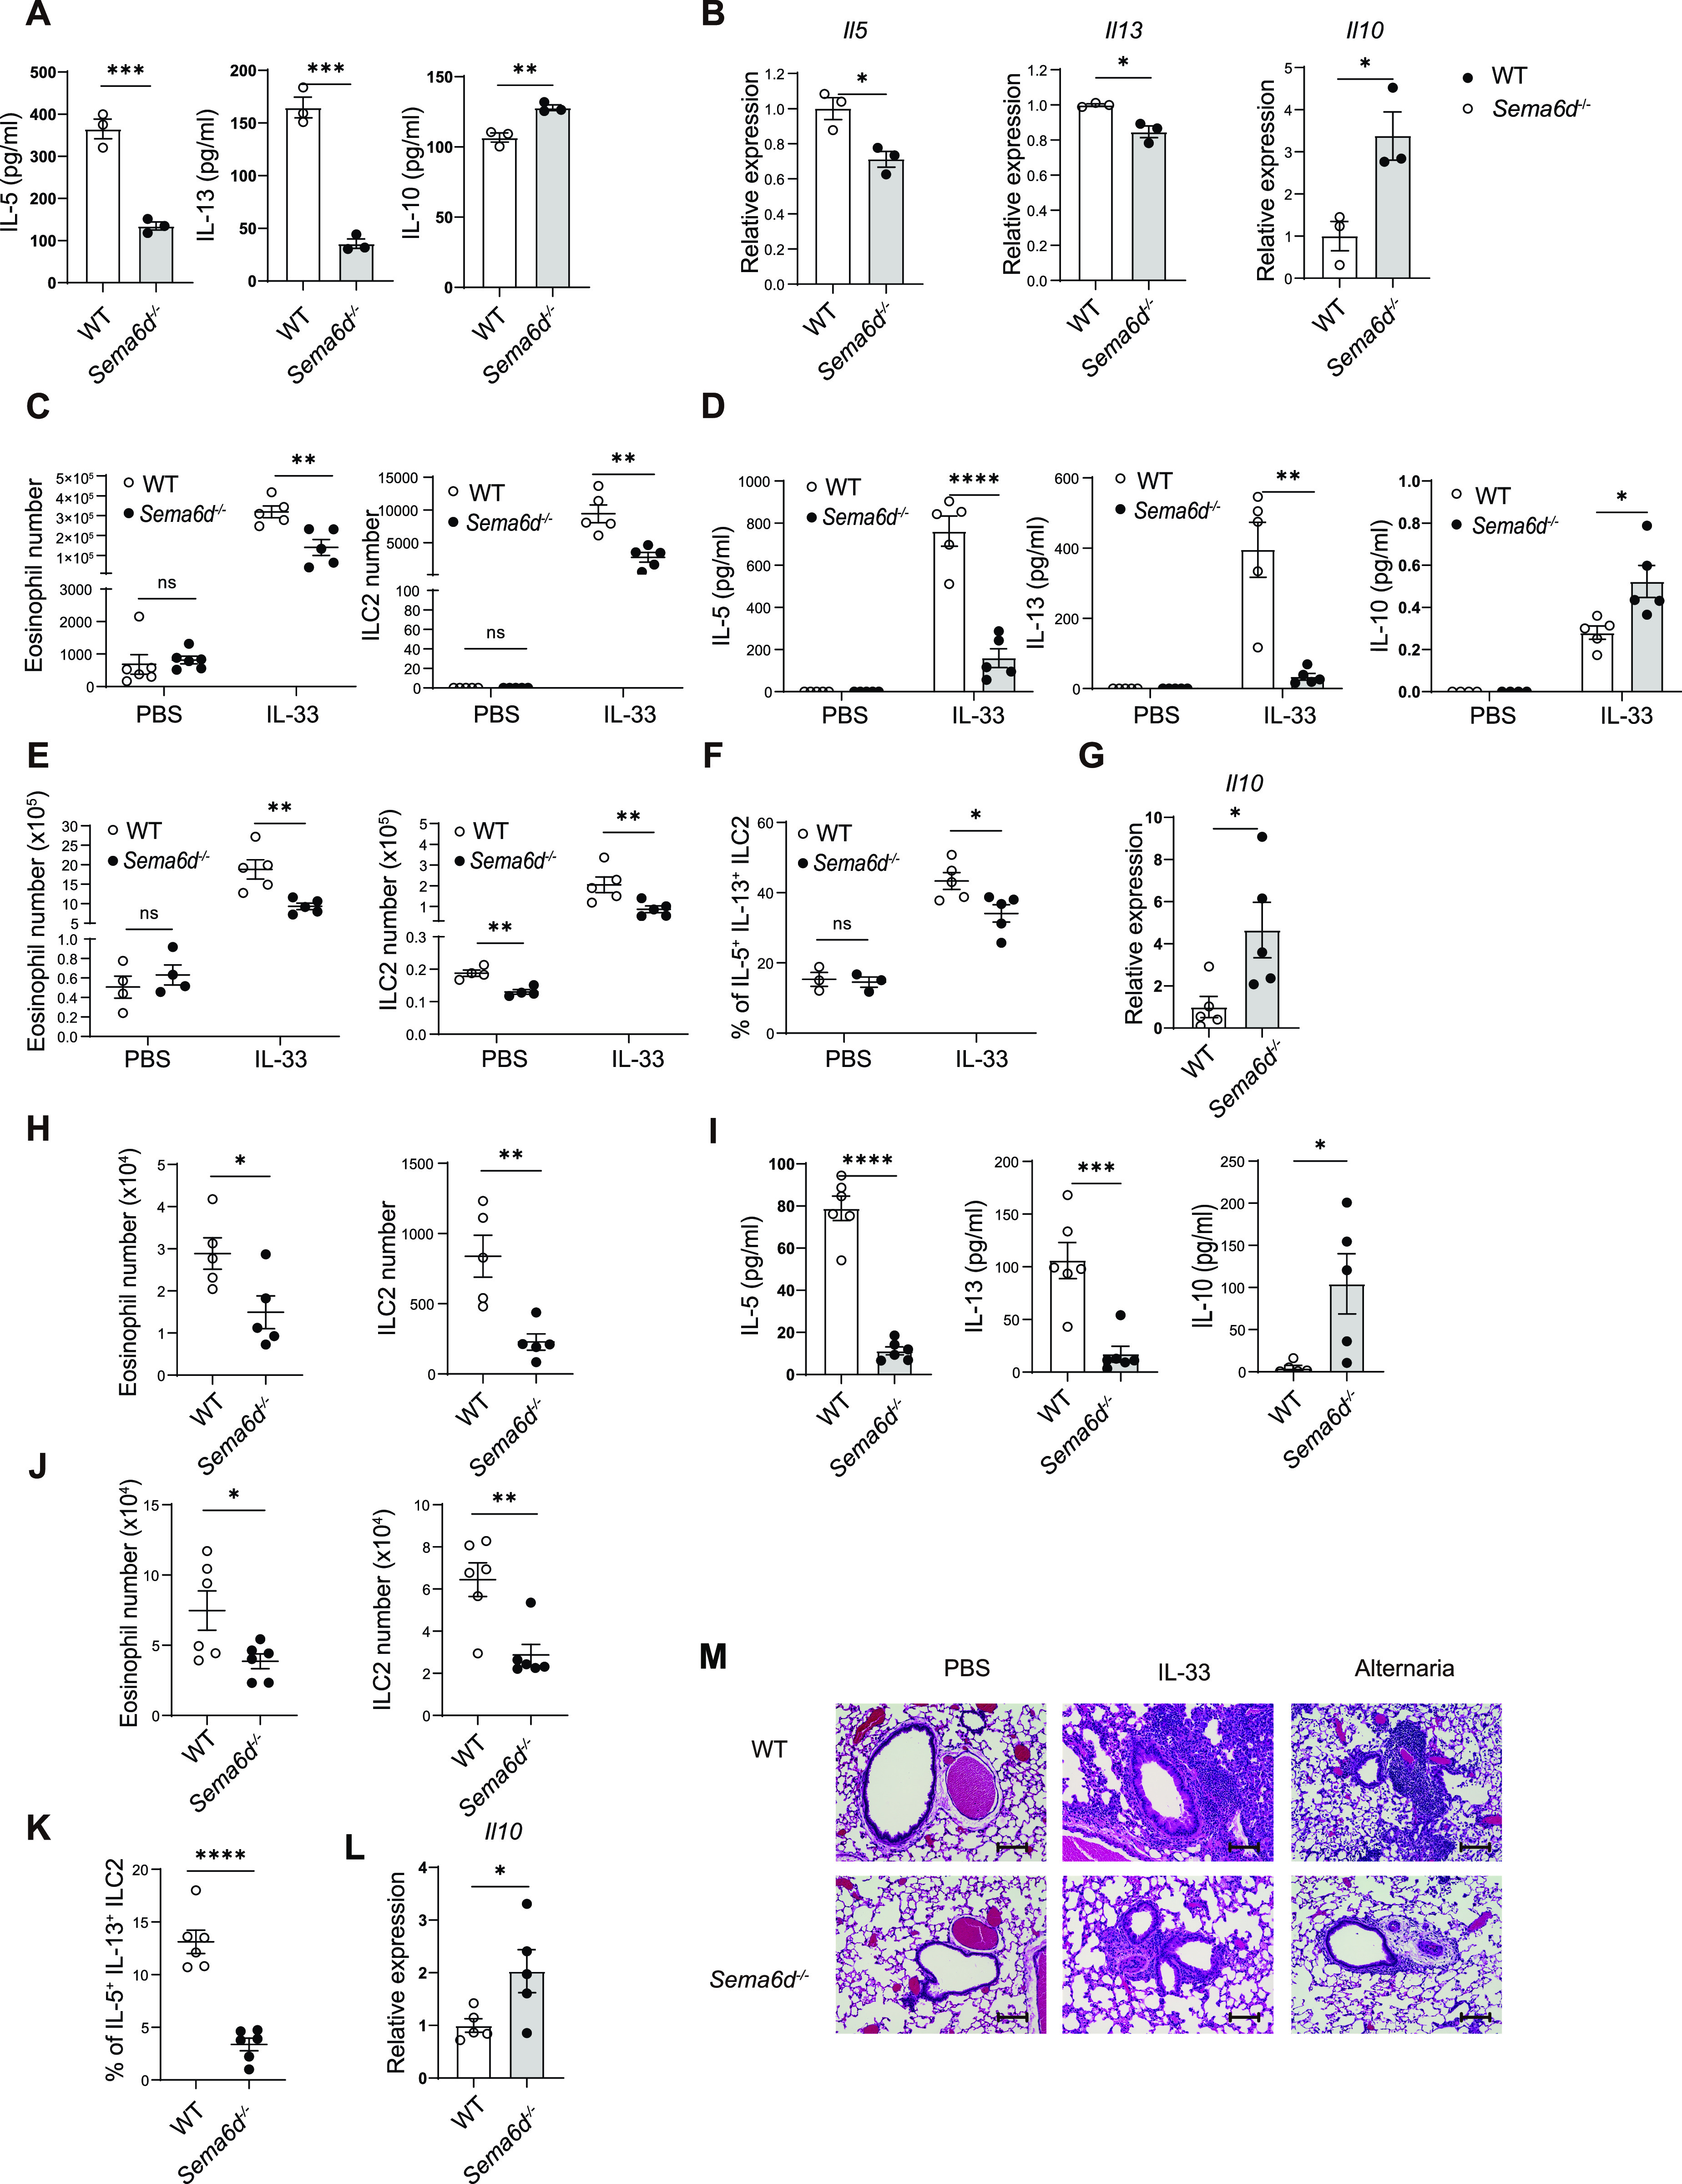
Sema6D deficiency impairs type 2 cytokine production by ILC2 and attenuates ILC2-induced type 2 inflammation. **(A)** Equal numbers of lung ILC2s (1.5 × 10^4^) sorted from WT and *Sema6d*^−/−^ mice were cultured in the presence of IL-2 and IL-33 (10 ng/ml each) for 72 h. The amounts of IL-5, IL-13, and IL-10 in the culture supernatant were evaluated by ELISA. **(B)** The mRNA expression of *Il5*, *Il13*, and *Il10* in lung ILC2s was evaluated by qRT-PCR. **(C, D, E, F)** WT and *Sema6d*^−/−^ mice were intranasally administered IL-33 (500 ng/mouse/day) or PBS for 3 consecutive days (n = 5 or 6, per group). Mice were euthanized on day 4. **(C)** The numbers of eosinophils and ILC2s in BALF from WT and *Sema6d*^−/−^ mice after PBS or IL-33 treatment. **(D)** The amounts of IL-5, IL-13, and IL-10 in BALF were determined by ELISA and cytometric bead array. **(E)** The numbers of eosinophils and ILC2s in the lung after PBS or IL-33 treatment. **(F)** The frequencies of IL-5^+^ IL-13^+^ lung ILC2s after 3-h treatment with cell-stimulation cocktail. **(G)** The mRNA expression of *Il10* in lung ILC2s was evaluated by qRT-PCR. **(H, I, J, K, L)** WT and *Sema6d*^−/−^ mice were intranasally administered *A. alternata* for 4 d (n = 5). Mice were euthanized 24 h after the last challenge. **(H)** The numbers of eosinophils and ILC2s in BALF were evaluated by flow cytometry. **(I)** The amounts of IL-5, IL-13, and IL-10 in BALF were measured by ELISA and cytometric bead array. **(J)** Total numbers of eosinophils and ILC2s in the lung after *A. alternata* treatment. **(K)** The frequencies of IL-5^+^IL-13^+^ lung ILC2s after 3-h treatment with cell-stimulation cocktail. **(L)** The mRNA expression of *Il10* in lung ILC2s was evaluated by qRT-PCR. **(M)** Representative H&E staining of lung sections in PBS, IL-33, and *A. alternata* groups (bars, 100 μm). Data are representative of two independent experiments (mean ± SEM). *P < 0.05, **P < 0.01, ***P < 0.001 by *t* test.

To determine the pathological significance of Sema6D in allergic airway inflammation, we next performed ILC2-induced lung inflammation model by intranasal instillation of IL-33. *Sema6d*^−/−^ mice showed significantly reduced infiltration of eosinophils and ILC2s in bronchoalveolar lavage fluid (BALF) after IL-33 challenge (Fig 2C). Compared to the BALF of WT controls, that of *Sema6d*^−/−^ mice exhibited significantly decreased production of the type 2 cytokines IL-5 and IL-13, but increased production of IL-10 (Fig 2D). Consistent with these findings, *Sema6d*^−/−^ mice also demonstrated reduced infiltration of lung eosinophils, as well as a significantly lower number of ILC2s and a reduction in the capability of ILC2s to produce IL-5 and IL-13 (Fig 2E and F). However, *Il10* transcription levels were significantly increased in lung ILC2s in *Sema6d*^−/−^ mice (Fig 2G).

To confirm these results in a more physiologically relevant setting, *Alternaria alternata* (*A. alternata*) was used to induce lung inflammation (Maazi et al, 2015). Consistent with the observations from the IL-33 model, the numbers of eosinophils and ILC2s, the amount of IL-5 and IL-13 in BALF, the numbers of lung eosinophils and ILC2s, and the production of effector cytokines by ILC2s were dramatically decreased in *Sema6d*^−/−^ mice compared with WT mice (Fig 2H–K). Furthermore, *Sema6d*^−/−^ mice exhibited an increased amount of IL-10 in BALF (Fig 2I) and greater expression of the *Il10* gene (Fig 2L). The attenuation of lung inflammation was confirmed by histological analysis (Fig 2M). These results demonstrate that Sema6D is critical for ILC2-mediated type 2 lung inflammation.

### Sema6D suppresses the regulatory function of ILC2s

Focusing on IL-10 production by ILC2s, exhausted-like ILC2s, characterized by increased expression of T cell exhaustion markers, also produce large amounts of IL-10 (Miyamoto et al, 2019). To understand the mechanism of the increased production of IL-10 in ILC2s derived from *Sema6d*^−/−^ mice, we performed RNA sequencing analysis of *in vivo*-activated lung ILC2s from *Sema6d*^−/−^ and WT mice. In contrast with the increased expression of *Il10* in *Sema6d*^−/−^ ILC2s, the expression of T-cell exhaustion markers, including *Tigit* and *Ctla4*, was comparable between *Sema6d*^−/−^ and WT ILC2s. Moreover, the expression of *Lag3* was lower in *Sema6d*^−/−^ ILC2s. 

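The 12 RNA-seq libraries were of ILC2s, innate lymphoid cells that secrete type 2 cytokines, sorted from mouse lungs, with 3 libraries in each of 4 groups: WT and *Sema6d*-/- mice given PBS, and WT and *Sema6d*-/- mice given IL-33. IL-33, an alarmin cytokine that activates ILC2s, or the PBS vehicle was given intranasally for 3 days. The paper gives the IL-33 dose as 500 ng per mouse per day, whereas the sample labels give 50 ng. The paper names the TruSeq Stranded mRNA kit for library preparation, whereas the labels name the SMART-Seq HT and Nextera kits. The authors mapped 75-base single-end reads to the mm10 genome with TopHat 2.0.13 and deposited FPKM values, which are scaled for gene length and library size, from Cuffnorm 2.2.1. FPKM values carry no read totals, so depth was compared through weakly expressed genes. In many of these, the values within a library are multiples of the value of a single read. With WT IL-33 replicate 3 set to 1, relative depth was 0.739 to 0.889 (median 0.887) in WT PBS and 0.842 to 0.998 (median 0.860) in *Sema6d*-/- PBS libraries. It was 1 to 1.39 (median 1.10) in WT IL-33 and 0.968 to 1.12 (median 1.06) in *Sema6d*-/- IL-33 libraries. Between 7696 and 9287 genes exceeded 1 FPKM in a PBS library, against 9917 to 10081 in an IL-33 library. Of the 3617 genes with a mean between 5 and 20 FPKM, 169 to 641 were listed at 0 in a PBS library and 25 to 50 in an IL-33 library. *Psmd13*, which encodes a subunit of the proteasome, was listed at 0 in WT PBS replicate 2 but was between 56.2 and 86.6 FPKM in the IL-33 libraries. A value of 0 is therefore given only as listed. Across the genes tested, Pearson's r between replicates on the log2(FPKM + 1) scale was 0.763 to 0.819 in the PBS groups and 0.934 to 0.951 in the IL-33 groups; genes are not independent replicates. *Sema6d* itself (chromosome 2, 124089969 to 124667770, GRCm38) was still measured in the *Sema6d*-/- libraries. Its FPKM under IL-33 was 19.7, 35.5 and 28.7 in WT and 15.4, 13.6 and 13.8 in *Sema6d*-/- libraries. The groups did not overlap (two-sided exact permutation test, p = 0.10, the smallest p that 3 libraries against 3 allow). Under PBS it was 37.0 ± 9.27 (SD, n = 3) in WT and 23.9 ± 4.67 (SD, n = 3) in *Sema6d*-/- ILC2s, and the groups overlapped. The FPKM values are for whole genes, and the paper's text does not name the part of *Sema6d* removed. These values therefore do not show whether an intact transcript remained. Differential expression was tested with limma on log2(FPKM + 1) with all 12 libraries in a single model and Benjamini-Hochberg adjustment. This model shares a single estimate of each gene's spread over all groups. The median SD was 0.65 in WT and 0.70 in *Sema6d*-/- PBS libraries, but 0.29 and 0.28 in the IL-33 libraries. For many genes, the PBS libraries thus widen the standard errors and raise the p-values given for the genotypes under IL-33. The test covered 11466 genes. These had a mean of at least 0.5 FPKM or were named in the paper or on lists of marker genes. Between *Sema6d*-/- and WT ILC2s under IL-33, 1 gene had an adjusted p under 0.05. It was *Sh3bgrl3* (log2 fold change −0.97, standard error 0.09, adjusted p = 0.00741, limma), which overlaps *Ubxn11* on the opposite strand and is uncertain if reads were shared. In the same comparison, 228 genes had an unadjusted p under 0.05, where chance gives 573. With only the IL-33 libraries in the fit, 1071 genes did. Exchanging same-numbered libraries between the genotypes in that fit gave 535, 631 and 537 genes. The low count of 228 thus depends on the shared spread and is no evidence that the genotypes were alike. With array weights, the alternative that moved the number of genes with an adjusted p under 0.05 most, limma gave 60 such genes, and 1130 genes had an unadjusted p under 0.05. In data simulated from these libraries, in which 200 of 11395 genes were changed, limma called 8 of the changed genes at a log2 change of 1, 49 at a log2 change of 2 and 158 at a log2 change of 4. Each simulated gene had a single spread for all 12 libraries, so simulated IL-33 libraries were as variable as PBS libraries. These calls therefore do not measure what the real IL-33 libraries could detect.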

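*Il10* (chromosome 1, 131019845 to 131024974, GRCm38) was close to the detection limit. Under IL-33, its FPKM was 0, 1.32 and 1.00 in the 3 WT libraries and 0.796, 9.20 and 2.53 in the 3 *Sema6d*-/- libraries. These values correspond to 0, 13 and 9 reads in WT and to 8, 80 and 24 reads in *Sema6d*-/- ILC2s, if the smallest step among the libraries is taken as 2 reads, a choice made after the values were seen. The ratio of the group means was 5.40, but the groups overlapped (two-sided exact permutation test, p = 0.30). On the log2(FPKM + 1) scale, the log2 fold change was 1.27 (standard error 0.64, adjusted p = 1, limma). Without *Sema6d*-/- IL-33 replicate 2, the log2 fold change was 0.59, and with a pseudocount of 0.1 in place of 1 it was 2.38. In the PBS groups, *Il10* was at 2.11, 0 and 0.251 FPKM in WT and at 0, 0.259 and 0 FPKM in *Sema6d*-/- libraries. *Tigit* was at 30.3 ± 11.4 FPKM (SD, n = 3) in WT and 40.4 ± 3.62 FPKM (SD, n = 3) in *Sema6d*-/- ILC2s under IL-33, a log2 fold change of 0.46 (standard error 0.84, adjusted p = 1, limma). *Ctla4* was at 156 ± 38.4 FPKM (SD, n = 3) in WT and 148 ± 25.8 FPKM (SD, n = 3) in *Sema6d*-/- ILC2s under IL-33, a log2 fold change of −0.06 (standard error 1.15, adjusted p = 1, limma). The shared spread includes the PBS libraries, in which *Ctla4* ranged from 0 to 32.8 FPKM, and this widens its standard error. The direction of *Ctla4* changed when the IL-33 replicate 3 of either genotype was left out. For both genes the difference between the means was smaller than the SD in WT.

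**Figure D1:**
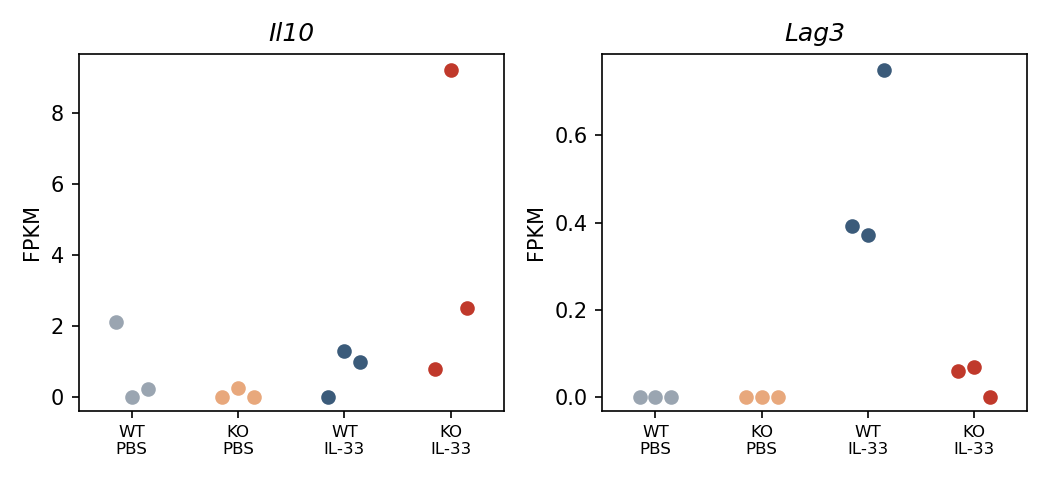
FPKM of *Il10* and *Lag3* on linear axes, with a point for each of the 3 libraries of the WT and *Sema6d*-/- (KO) groups under PBS and IL-33. The highest *Il10* value, 9.20 FPKM, belongs to a single KO IL-33 library, and all *Lag3* values lie below 1 FPKM.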

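*Lag3* (chromosome 6, 124904361 to 124911705, GRCm38) was listed at 0 in all 6 PBS libraries. Under IL-33, its FPKM was 0.391, 0.371 and 0.749 in WT and 0.0609, 0.0703 and 0 in *Sema6d*-/- libraries. These values correspond to 8, 6 and 11 reads in WT and to 1, 1 and 0 reads in *Sema6d*-/- ILC2s. Every WT value was above every *Sema6d*-/- value (two-sided exact permutation test, p = 0.10, the smallest p that 3 libraries against 3 allow). The log2 fold change was −0.52 on the log2(FPKM + 1) scale, which understates the change of a gene at this level (standard error 0.21, adjusted p = 1, limma). Over the 28 genes of Fig 3A–C alone, the adjusted p was 0.321. Over the 21 alternative settings, the adjusted p of *Lag3* lay between 0.102 and 1. Of the other genes in Fig 3A, *Tnfrsf18* was lower in *Sema6d*-/- ILC2s, at 507 ± 74.0 FPKM (SD, n = 3) against 711 ± 97.5 FPKM (SD, n = 3) in WT, a log2 fold change of −0.49 (standard error 0.20, adjusted p = 1, limma). *Klrg1* was at 665 ± 77.9 FPKM (SD, n = 3) in *Sema6d*-/- and 566 ± 27.2 FPKM (SD, n = 3) in WT ILC2s, a log2 fold change of 0.23 (standard error 0.28, adjusted p = 1, limma). In both genes the 2 genotypes did not overlap under IL-33, whereas *Prdm1* (log2 fold change 0.33, standard error 0.36, adjusted p = 1, limma) overlapped.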

(Fig 3A). In addition, the expression of cytokines and their receptors was comparable between *Sema6d*^−/−^ and WT mice, with the exception of elevated expression of *Il10* in *Sema6d*^−/−^ mice (Fig 3B). Genes encoding transcriptional regulators associated with ILC2 development and/or function (*Id2* [Moro et al, 2010], *Gata3* [Hoyler et al, 2012], *Rora* [Wong et al, 2012; Halim et al, 2012], *Tcf7* [Yang et al, 2013], *Tox* [Seehus et al, 2015], *Bcl11b* [Walker et al, 2015], and *Gfi1* [Spooner et al, 2013]) were comparable between *Sema6d*^−/−^ and WT mice (Fig 3C). Of note, in comparison with WT ILC2s, *Sema6d*^−/−^ ILC2s showed significant increases in the expression of *Id3*, *Retnla*, and *Foxf1*, all of which are reported to be up-regulated in IL-10–producing ILC2s (Seehus et al, 2017) (Fig 3C). These data suggest that an up-regulated regulatory condition, rather than exhaustion, is seen in ILC2s derived from *Sema6d*^−/−^ mice.

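Apart from *Il10*, the 12 genes of Fig 3B had log2 fold changes on the log2(FPKM + 1) scale from −0.38 (*Il4*) to 0.24 (*Il4ra*), each with an adjusted p of 1 from limma. In each of them the WT and *Sema6d*-/- values overlapped under IL-33. *Il5* was at 515 ± 115 FPKM (SD, n = 3) in WT and 417 ± 68.5 FPKM (SD, n = 3) in *Sema6d*-/- ILC2s (two-sided exact permutation test, p = 0.30). *Il13* was at 31.0 ± 10.9 FPKM (SD, n = 3) in WT and 24.9 ± 5.18 FPKM (SD, n = 3) in *Sema6d*-/- ILC2s (same test, exact permutation p = 0.60). *Csf2*, at 1242 ± 189 FPKM (SD, n = 3) in WT and 1165 ± 102 FPKM (SD, n = 3) in *Sema6d*-/- ILC2s, and *Areg*, at 1420 ± 76.5 FPKM (SD, n = 3) and 1208 ± 234 FPKM (SD, n = 3), were the most highly expressed of these genes. *Icos*, with 252 ± 13.7 FPKM (SD, n = 3) in WT and 263 ± 12.3 FPKM (SD, n = 3) in *Sema6d*-/- ILC2s, and *Il7r*, with 322 ± 45.8 FPKM (SD, n = 3) and 351 ± 34.7 FPKM (SD, n = 3), differed by less than the spread between replicates. With quantile normalization, the log2 fold changes of *Csf2* (0.043) and *Tnf* (0.00097) turned from slightly below to slightly above 0.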

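Among the transcriptional regulators, *Id2* had the highest values under IL-33, 2745 ± 395 FPKM (SD, n = 3) in WT and 3150 ± 130 FPKM (SD, n = 3) in *Sema6d*-/- ILC2s. *Gata3* was at 343 ± 45.6 FPKM (SD, n = 3) in WT and 389 ± 40.5 FPKM (SD, n = 3) in *Sema6d*-/- ILC2s. *Rora* was at 168 ± 32.8 FPKM (SD, n = 3) in WT and 212 ± 16.3 FPKM (SD, n = 3) in *Sema6d*-/- ILC2s, and *Tcf7* at 54.4 ± 4.90 FPKM (SD, n = 3) and 76.4 ± 7.66 FPKM (SD, n = 3). In *Rora* and *Tcf7*, every *Sema6d*-/- value was above every WT value (two-sided exact permutation test, p = 0.10 for each, the smallest p possible). From limma, the log2 fold change between the genotypes was 0.34 (standard error 0.28) for *Rora* and 0.48 (standard error 0.31) for *Tcf7*, each with an adjusted p of 1. *Tox*, which Fig 3C does not draw, *Bcl11b* and *Gfi1* had log2 fold changes of −0.08 (standard error 0.34), 0.02 (standard error 0.24) and 0.20 (standard error 0.55) between the genotypes, all with an adjusted p of 1 from limma. Fig 3C compares IL-33 with PBS within each genotype. *Tcf7* rose in both, with a log2 fold change of 1.71 in WT (adjusted p = 0.0112, limma) and 1.77 in *Sema6d*-/- ILC2s (adjusted p = 0.0127, limma). The median log2 fold change of all genes tested was 0.16 in WT and 0.14 in *Sema6d*-/- ILC2s (0.01 and 0.03 after quantile normalization), the level against which these changes are read. The difference between the genotypes in the response to IL-33, tested as an interaction in limma, did not pass the threshold for any of these 7 genes. Its adjusted p-values ranged from 0.881 (*Tox* and *Gfi1*) to 0.990 (*Tcf7*). *Gfi1* in WT PBS libraries ranged from 5.00 to 42.2 FPKM, and its direction after IL-33 in WT depended on a single library. The log2 fold change was 0.31 with all libraries and −0.38 without WT PBS replicate 2.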

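*Id3* (chromosome 4, 136143497 to 136145755), *Retnla* (chromosome 16, 48842551 to 48844461) and *Foxf1* (chromosome 8, 121084386 to 121088144, all GRCm38) were each higher on average in *Sema6d*-/- than in WT ILC2s under IL-33. *Id3* was at 10.7 ± 3.99 FPKM (SD, n = 3) in WT and 18.3 ± 2.66 FPKM (SD, n = 3) in *Sema6d*-/- ILC2s, without overlap (two-sided exact permutation test, p = 0.10, the smallest p that 3 against 3 allow). *Retnla* was at 0.225, 0.285 and 7.52 FPKM in WT and at 2.24, 59.6 and 83.0 FPKM in *Sema6d*-/- libraries, with overlap (exact permutation test, p = 0.20). The *Sema6d*-/- libraries at 59.6 and 83.0 FPKM also had the highest means of 18 macrophage marker genes among the 6 IL-33 libraries. These means were 1.79 and 1.58 on the log2(FPKM + 1) scale, against 0.484 to 0.795 in the others. They rest in part on *Chil3* (394 and 83.1 FPKM) and *Lyz2* (22.2 and 57.9 FPKM), and *C1qb* was at 5.47 and 2.30 FPKM. The macrophage markers *Csf1r*, *Mrc1*, *Marco* and *Adgre1* were listed at 0 in both libraries. *Foxf1* was listed at 0, 0.852 and 1.32 FPKM in WT and at 1.03, 1.08 and 1.82 FPKM in *Sema6d*-/- libraries, with overlap (exact permutation test, p = 0.40). The log2 fold changes between the genotypes were 0.77 (standard error 0.83) for *Id3*, 3.42 (standard error 1.11) for *Retnla* and 0.49 (standard error 0.56) for *Foxf1*. Each had an adjusted p of 1 from limma over all genes tested. Over the 28 genes of Fig 3A–C, the adjusted p was 0.769 for *Id3* and *Foxf1* and 0.301 for *Retnla*. None of the 21 alternative settings brought the adjusted p-values for these differences under 0.05, and all kept their direction. Under PBS, *Id3* was at 25.5, 34.1 and 15.5 FPKM in WT but was listed at 0, 10.7 and 0 FPKM in *Sema6d*-/- libraries (log2 fold change −3.46, limma adjusted p = 0.125 over all genes tested and 0.0434 over the 28 genes). Its log2 fold change after IL-33 was −1.15 in WT (adjusted p = 0.529) and 3.08 in *Sema6d*-/- ILC2s (adjusted p = 0.0804, limma). The interaction of genotype and treatment was 4.23 (standard error 1.17, adjusted p = 0.593, limma). With the genotypes permuted within each treatment, the interaction had an exact p of 0.005, the smallest that 400 assignments allow. *Retnla* was listed at 0 in the 3 WT PBS libraries and at 0, 0 and 0.314 FPKM in *Sema6d*-/- PBS libraries. *Foxf1* was listed at 0, 0 and 3.61 FPKM in WT PBS and at 0 in the 3 *Sema6d*-/- PBS libraries. After IL-33 their log2 fold changes in *Sema6d*-/- ILC2s were 4.54 (adjusted p = 0.0556, limma) and 1.19 (adjusted p = 0.344, limma). Of the genes expressed at the level of *Id3* under IL-33, 4.83% were also listed at 0 in at least 2 of the 3 *Sema6d*-/- PBS libraries.

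**Figure D2:**
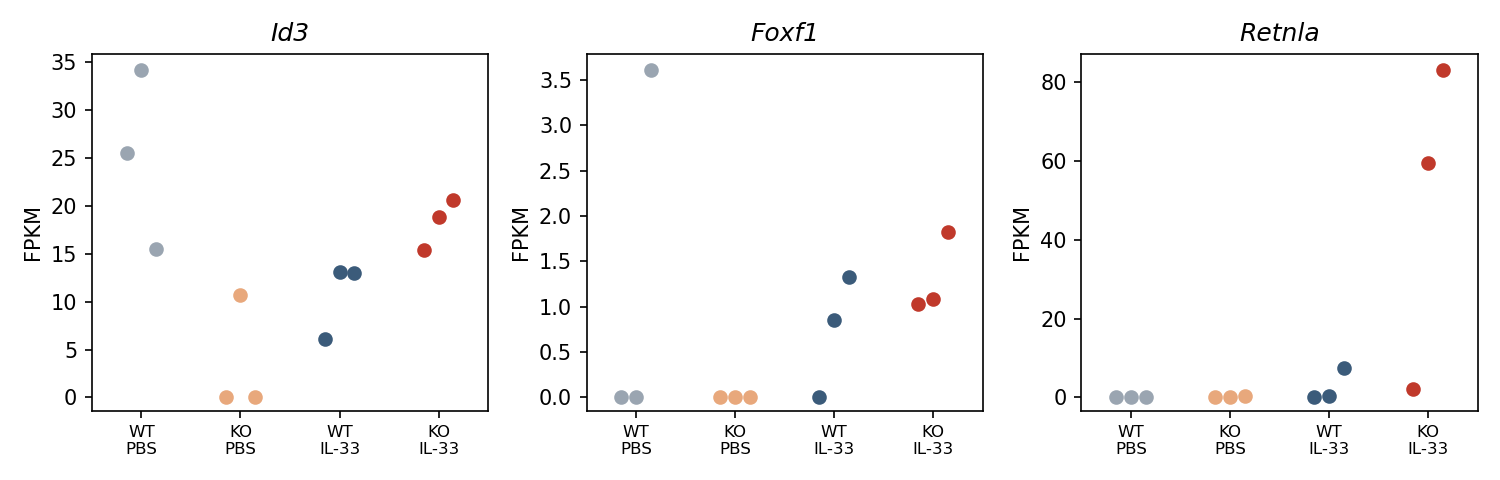
FPKM of *Id3*, *Foxf1* and *Retnla* on linear axes, with a point for each of the 3 libraries of the WT and *Sema6d*-/- (KO) groups under PBS and IL-33. *Id3* is at 0 in 2 of the 3 KO PBS libraries, and the KO IL-33 libraries of *Retnla* spread from 2.24 to 83.0 FPKM.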

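Of the 28 genes in Fig 3A–C, 0 had an adjusted p under 0.05 between *Sema6d*-/- and WT ILC2s under IL-33 from limma. This held over all genes tested, there also in each of the 21 alternatives, and over these genes alone. The unadjusted limma p was under 0.05 for 3 genes, *Retnla* (0.0107), *Lag3* (0.0302) and *Tnfrsf18* (0.0344). In 6 of the 28 genes (21.4%, against 14.2% of all genes tested, where chance gives 10%) the values of the genotypes did not overlap. The same genes responded to the treatment: between IL-33 and PBS, 8 had an adjusted p under 0.05 in WT and 6 in *Sema6d*-/- ILC2s over all genes tested, and 13 and 15 over these genes alone. For the interaction of genotype and treatment, 0 of the 28 genes passed either adjustment and 1 had an unadjusted p under 0.05. From exhaustion markers that were comparable or lower and from higher *Id3*, *Retnla* and *Foxf1*, the paper proposes that ILC2s of *Sema6d*-/- mice are in a regulatory condition and not exhausted.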

**Figure 3.**
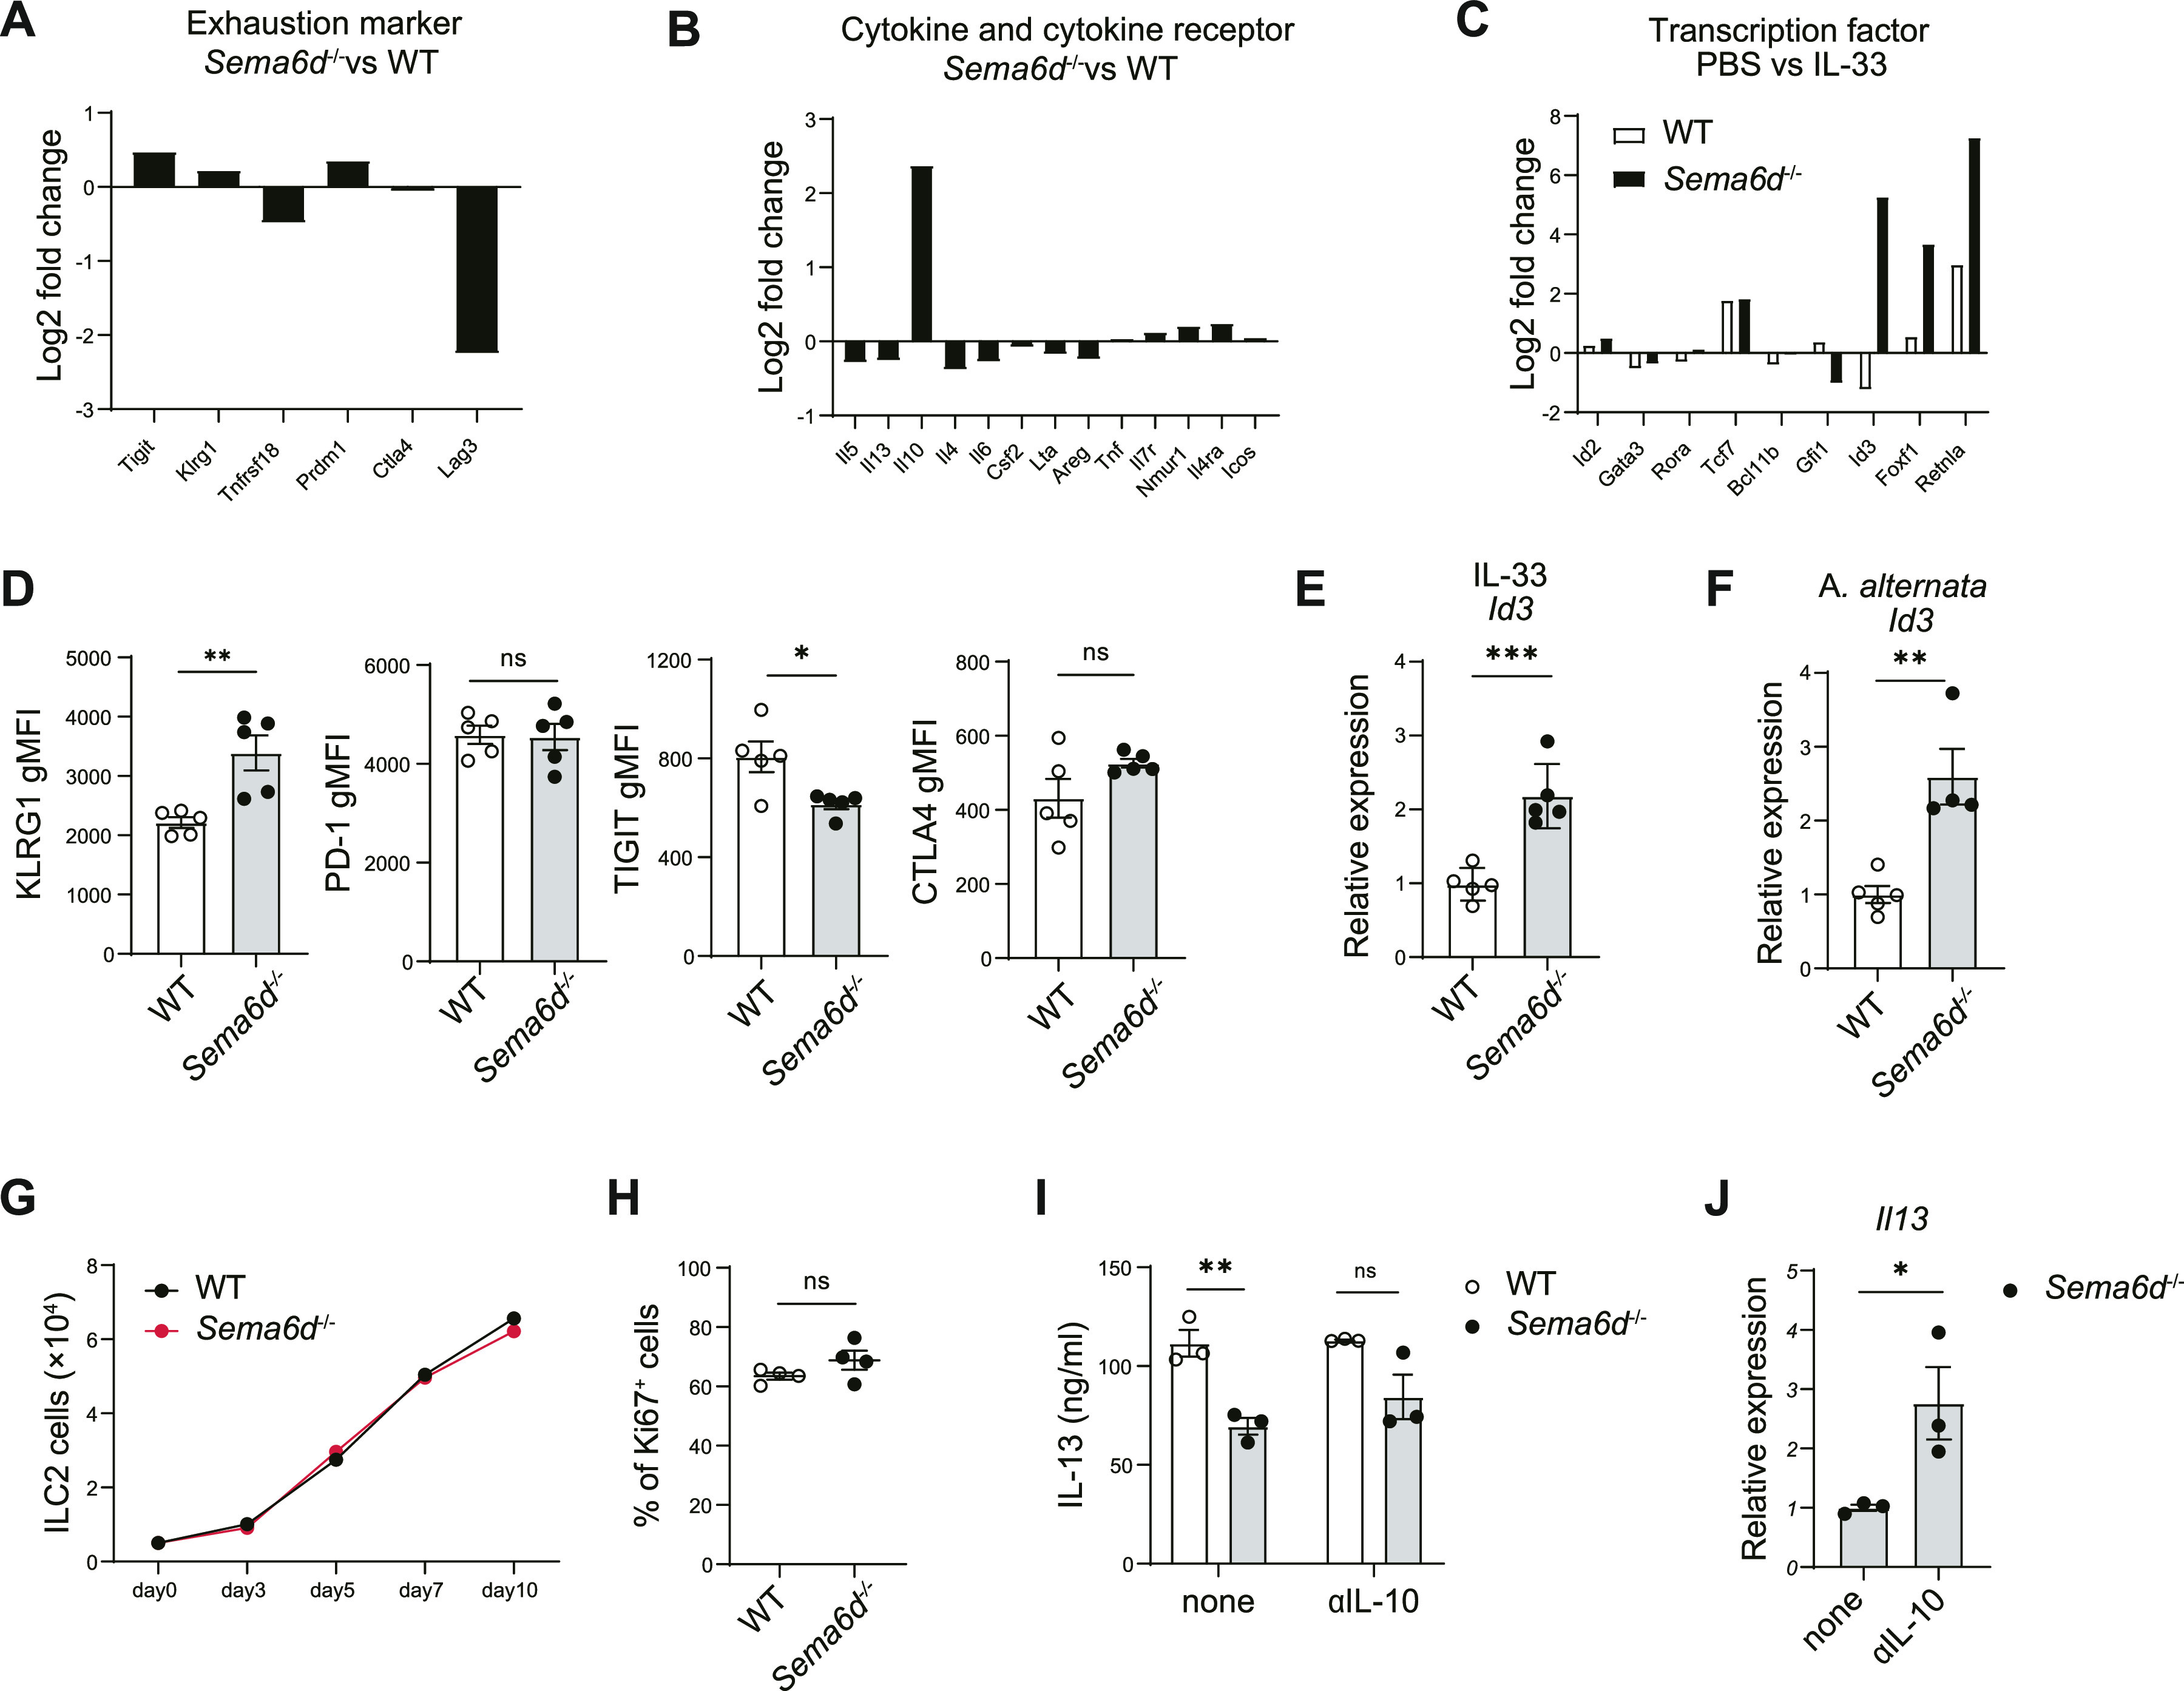
Sema6D suppresses the regulatory features of ILC2s. **(A, B)** Mean fold changes of RPKM values of the indicated genes in ILC2s from *Sema6d*^−/−^ mice versus WT mice after stimulation with IL-33 for 3 d. **(C)** Mean fold changes of RPKM values of the indicated genes in ILC2s stimulated with PBS versus IL-33. **(D)** WT mice and *Sema6d*^−/−^ mice were treated with IL-33. The expression of the indicated genes in lung ILC2s was evaluated with qRT-PCR. These RNA samples were independent from those used to generate RNA-seq data. **(E, F)** WT and *Sema6d*^−/−^ mice were treated with IL-33 or *A. alternata*. The expression of *Id3* in lung ILC2s was evaluated with qRT-PCR. **(G)** Quantification of lung ILC2 cells (5 × 10^3^ cells; duplicate wells) cultured for 10 d with IL-2 and IL-33 (10 ng/ml each). **(H)** Frequencies of Ki67^+^ ILC2s from WT and *Sema6d*^*−/−*^ mice. **(I)** Concentrations of IL-13 in the supernatants of ILC2s (1 × 10^4^ cells) isolated from the lungs of WT and *Sema6d*^−/−^ mice, cultured in the presence of IL-2 and IL-33 with or without anti-IL-10 for 72 h, as determined by ELISA. **(J)** The mRNA expression of *Il13* in (I) was evaluated by qRT-PCR. Data are representative of three independent experiments (mean ± SEM). *P < 0.05; **P < 0.01; ***P < 0.001 by *t* test. RPKM, reads per kilobase of exon per million mapped reads.

To further confirm that deletion of Sema6D would not promote an exhausted-like phenomenon in ILC2s, we examined T-cell exhaustion marker expression on in vivo-activated lung ILC2s. Compared with lung ILC2s from WT mice, those from *Sema6d*^−/−^ mice demonstrated greater expression of KLRG1 but comparable expression of PD-1, TIGIT, and CTLA4 (Fig 3D). Id3 is part of the inhibitors of differentiation (Id) protein family, which is a class of negative regulatory nuclear transcription factors (Yang et al, 2014). Id3 can positively regulate the differentiation of regulatory T (Treg) cells (Maruyama et al, 2011) and is also required for the development of IL-10–producing regulatory ILCs in the intestines (Wang et al, 2017). Moreover, high expression of Id3 was found in IL-10–producing ILC2s (Seehus et al, 2017), but not in exhausted-like ILC2s (Miyamoto et al, 2019). Lung ILC2s of *Sema6d*^−/−^ mice stimulated with IL-33 and *A. alternata* showed increased Id3 expression (Fig 3E and F), indicating that regulatory function is up-regulated in *Sema6d*^−/−^ ILC2s. In addition to gene expression profiles, proliferation capacity, which is impaired in exhausted-like ILC2s, was maintained in ILC2s derived from *Sema6d*^−/−^ mice (Fig 3G and H). These data indicate that the exhausted-like phenomenon does not occur in *Sema6d*^−/−^ lung ILC2s.

IL-10 exhibited an inhibitory effect on ILC2s and reduced type 2 cytokine production (Morita et al, 2015). We hypothesized that the reduction of type 2 cytokine production seen in *Sema6d*^−/−^ ILC2s might be due to increased IL-10 production. Neutralization of IL-10 partially abrogated the decrease in IL-13 production by *Sema6d*^−/−^ ILC2s in response to IL-33 and IL-2 (Fig 3I). In addition, qPCR analysis showed that IL-13 expression was increased by blocking IL-10 (Fig 3J). As expected, the low IL-13 production by ILC2s derived from *Sema6d*^−/−^ mice resulted from increased IL-10 production. However, because neutralization of IL-10 alone does not fully restore IL-13 production, it remains possible that other pathways may contribute to the suppression of type 2 cytokine production in *Sema6d*^−/−^ ILC2s. These results suggest that deletion of Sema6D does not induce an exhausted-like phenotype in activated ILC2s, but instead enhances the regulatory function of ILC2s by inducing IL-10 production, and partially contribute to the reduction of type 2 cytokines.

### Sema6D signaling from tissue niches suppresses IL-10–producing ILC2s

To investigate whether the ILC2 defects in *Sema6d*^*−/−*^ mice had cell-intrinsic or -extrinsic causes, we generated *Sema6d*-deficient BM chimeric mice in hematopoietic or non-hematopoietic compartments. Mice lacking non-hematopoietic Sema6d (WT→*Sema6d*^−/−^) exhibited fewer lung ILC2s and elevated KLRG1 expression compared with mice that systemically lacked Sema6d expression (*Sema6d*^−/−^→*Sema6d*^−/−^). Conversely, in mice lacking hematopoietic Sema6d (*Sema6d*^−/−^→WT), lung ILC2 numbers and KLRG1 expression were comparable with those in WT mice (WT→WT; Fig 4A and B). These data indicate that the inability of non-hematopoietic cells to express Sema6D leads to a failure to sustain lung ILC2 number and activation status.

**Figure 4.**
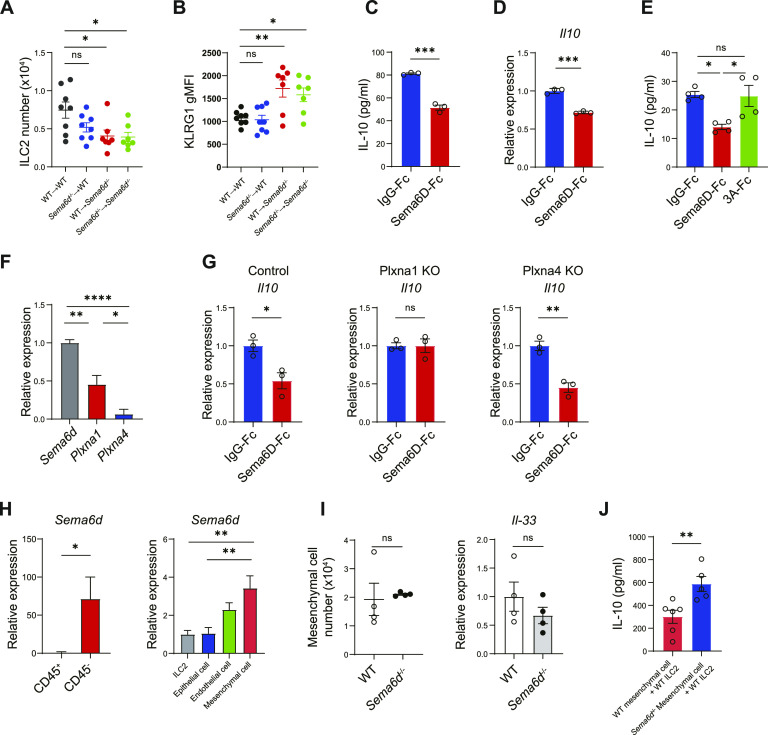
Sema6D signaling from tissue niches suppresses IL-10–producing ILC2s. **(A, B)** Lung ILC2 numbers and KLRG1 expression in BM chimeric mice of the indicated genotypes. **(C, D, E)** Lung ILC2s from WT mice were cultured with Sema6D-Fc, Sema3A-Fc, or IgG-Fc (10 nM each) and stimulated with IL-2 and IL-33 (10 ng/ml each) for 3 d. **(C)** The amount of IL-10 in the supernatant was measured by ELISA. **(D)** The mRNA expression of *Il10* in (C) was evaluated by qRT-PCR. **(E)** The amount of IL-10 in the supernatant was measured by ELISA. **(F)** The mRNA expression of *Sema6d*, *Plxna1*, and *Plxna4* in WT lung ILC2s was evaluated by qRT-PCR. **(G)** Freshly sorted ILC2s were prestimulated with IL-2 and IL-33 on day 0 and infected with lentiviral vector (Plxna1 KO, Plxna4 KO, or control vector [mock]) on day 1 and 2. Puromycin-resistant cells were sorted as infected cells on day 7 and stimulated with IL-2 and IL-33 for 72 h. The mRNA expression of *Il10* in ILC2s was evaluated by qRT-PCR. **(H)** qRT-PCR analysis of the *Sema6d* mRNA in lung cells isolated from WT mice at steady state. **(I)** The lung mesenchymal cell number and *Il-33* mRNA expression were evaluated by qRT-PCR. **(J)** Concentrations of IL-10 in the supernatants of WT lung ILC2s after 3 d of co-culture with lung mesenchymal cells. Data are representative of two independent experiments (mean ± SEM). *P < 0.05; **P < 0.01; ***P < 0.001 by one-way ANOVA with Tukey–Kramer test (A, B, E, F, H) or *t* test (C, D, E, G, H, I, J).

Next, we tested whether Sema6D was important in modulating ILC2 regulatory functions. ILC2s cultured in vitro with recombinant Sema6D showed decreased IL-10 production and *Il10* expression after stimulation with IL-2 and IL-33 (Fig 4C and D), although similar effects were not observed in control recombinant Sema3A proteins (Fig 4E). These results suggest that Sema6D down-regulates ILC2 regulatory functions.

Sema6D functions as a ligand through its receptors plexin A1 and plexin A4 (Kumanogoh & Kikutani, 2013). However, lung ILC2s hardly express *Plxna4* (Fig 4F), and moreover, ILC2 number and KLRG1 expression was comparable between plexin A4–deficient (*Plxna4*^−/−^) mice and WT mice (data not shown), implying that the Sema6D-plexin A1 axis might regulate IL-10–producing ILC2s. To identify the receptor required for regulating IL-10 production of ILC2s, we generated ILC2s lacking plexin A1 or plexin A4 using lenti-CRISPRv2-GFP knockout vectors. In accordance with WT ILC2s, plexin A4–deficient ILC2s showed decreased IL-10 production when cultured with recombinant Sema6D, whereas plexin A1–deficient ILC2s were unaffected (Fig 4G). Collectively, these results confirm that plexin A1 is a functional receptor for Sema6D in regulating IL-10 production in ILC2s.

Given the importance of Sema6D in controlling ILC2 regulatory functions, we next determined its cellular source by isolating lung tissue. *Sema6d* mRNA was highly expressed in the CD45^−^ fraction, and the most abundant *Sema6d*-expressing population was mesenchymal cells (Fig 4H). Lung ILC2s reside in the adventitial cuffs of lung vessels and airways, and are localized with a population of mesenchymal, adventitial stromal cells (Dahlgren et al, 2019). Lung mesenchymal cells are known to produce IL-33 to support ILC2s. However, the number of lung mesenchymal cells and their expression of *Il-33* mRNA were comparable in *Sema6d*^−/−^and WT mice (Fig 4I). Moreover, co-culture of lung mesenchymal cells derived from *Sema6d*^−/−^ mice with WT ILC2s resulted in increased IL-10 production compared with WT controls (Fig 4J). These data indicate that cell-extrinsic Sema6D signaling from lung mesenchymal cells controls the regulatory function of ILC2s.

## Discussion

In this study, we showed that Sema6D in lung niches suppresses the regulatory functions of ILC2s. ILC2s are long-lived, tissue-resident cells, and are infrequently replaced. The specific local micro-environmental niche seems to exert a dominant influence on ILC2 phenotypes, resulting in tissue-specific transcriptional signatures. Stromal cells acting as a reservoir for IL-33 have been identified in multiple tissues, such as lung, adipose tissue, liver, and brain meninges (Dahlgren et al, 2019; Rana et al, 2019). These IL-33–expressing niche cells all sustain a type 2 immune environment by inducing activation of ILC2s. In addition, IL-33, IL-2, and IL-4 are known to induce IL-10 production by ILC2s. Because these factors exacerbate type 2 inflammation, their anti-inflammatory effect is contradictory. In this context, Sema6D signaling by niche cells is remarkable because it may regulate the balance of pathogenic and regulatory functions of ILC2s by controlling IL-10 production, without activating them. Niche cells not only support the activation of ILC2s but also define their pathogenicity and regulatory functions. Under steady-state conditions, Sema6D-expressing lung niche cells might preserve the number and pathogenic features of ILC2s for the protection from inhaled allergens. Under inflammatory states, however, proliferated ILC2s, which lost contact with Sema6D-expressing cells, might up-regulate regulatory functions to prevent prolonged inflammation that could result in tissue damage such as airway remodeling. Concerning pathological condition of asthma, blockage of Sema6D signal from the tissue niches might have therapeutic potential of attenuating airway type 2 inflammation by up-regulating IL-10 production from ILC2s. In our study, the number of ILC2s in *Sema6d*^−/−^ mice was lower not only in the lung, but also in the mesentery and VAT, implying that Sema6D-expressing stromal cells might act to control IL-10–producing ILC2 in these tissues as well. Further research is needed to demonstrate the molecular mechanisms of Sema6D in regulating ILC2s.

Regarding IL-10–producing properties, Sema6D has dual effects on immune cells. We have presented that Sema6D, acting as a ligand via its receptor plexin A1, suppressed IL-10 production by restricting the regulatory function of ILC2s. On the other hand, we have previously reported that, in macrophages, Sema6D acts as a receptor and promotes IL-10 production by inducing M2 polarization (Kang et al, 2018). Although further studies are required to define the molecular actions of Sema6D, its activities either as a ligand or receptor, may depend on physiological and pathological conditions. In addition to plexins, neuropilins have been identified as a primary semaphorin receptor. Plexin A1 serves as a direct binding receptor for class VI semaphorins, whereas class III semaphorins bind a receptor complex formed by plexin A1 and neuropilin-1 (Nrp1) (Kumanogoh & Kikutani, 2010). Although Sema3A-plexin A1/Nrp1 signaling was not involved in regulating IL-10 production by ILC2s in our experimental settings, TGFβ1–Nrp1 signaling was reported to enhance IL-5 and IL-13 production by ILC2s (Zhang et al, 2022).

In summary, our results reveal that Sema6D signaling in the lung tissue niche plays important roles in controlling the pathogenic and regulatory functions of ILC2. Defects in this pathway lead to increased regulatory function of ILC2s, resulting in attenuated type 2 inflammation. Our findings provide new insights into how the complicated crosstalk between the lung tissue niche and the immune system affect allergic inflammation in the lung.

## Materials and Methods

### Animals

C57BL/6J mice were obtained from CLEA Japan, Inc. *Sema6d*^*−/−*^ mice were generated as previously described (Takamatsu et al, 2010). B6.SJL-Ptprca Pepcb/BoyJ (CD45.1, #002014; Jax) mice were obtained from Jackson Laboratory. All mice were in the C57BL/6J background. 7- to 12-wk-old mice were used, and mouse experiments were randomized. For BM reconstitution, 1 × 10^7^ total BM cells were intravenously transferred to recipient mice that had been lethally irradiated with a single dose of 10 Gy. Mice were then used for experiments at least 8 wk after reconstitution. All mice used in this study were housed in a specific pathogen–free facility. All protocols were approved by the Animal Research Committee of the Immunology Frontier Research Center (Osaka University).

### Lung inflammation models

For IL-33–induced allergic inflammation, mice were intranasally administered 500 ng recombinant IL-33 (500 ng/mouse; R&D Systems) in 50 μl PBS for 3 consecutive days, and PBS was used as vehicle control. For *A. alternata* (*A. alternata*)–induced allergic inflammation, mice were intranasally administered *A. alternata* (30 μg/mouse, ITEA) in 30 μl PBS for 4 consecutive days. Mice were euthanized 24 h after the last challenge, and the lung and BALF were collected for analysis.

### Lung histology

Lung tissues were fixed in 4% PFA for 24 h and embedded in paraffin. Tissue sections were prepared and stained with hematoxylin–eosin (H&E) to evaluate inflammation.

### Isolation of cells from tissue

BM cells were obtained by flushing femurs and tibias with a syringe containing RPMI-1640 medium. Red blood cells were lysed with ammonium-chloride-potassium (ACK) buffer. VAT was removed and cut into small pieces with scissors and digested with Liberase TM (50 μg/ml; Roche) and DNase I (1 μg/ml; Roche) for 30 min at 37°C with continuous agitation in an incubator. The crude suspensions were further filtered through 70-μm cell strainers and the remaining red blood cells were lysed with ACK buffer. BALF was collected by flushing the lungs with 0.5 ml of cold PBS three times via a thin tube inserted into a cut made in the trachea, as previously described (Monticelli et al, 2016). A suspension of lung and mesentery cells were collected as previously described (Moro et al, 2015).

### Antibodies and reagents

mAbs specific for mouse CD3ε (145-2C11), CD4 (GK1.5), CD5 (53-7.3), CD8a (53-6.7), CD11c (HL3), CD16/CD32 (2.4G2), CD19 (1D3), CD25 (PC61), Gr-1 (RB6-8C5), NK1.1 (PK136), Siglec-F (E50-2440), ST2 (U29-93), and Thy1.2 (53-2.1) were purchased from BD Biosciences. mAbs specific for mouse α4β7 (DATK32), CD11b (M1/70), CD31 (MEC13.3), CD45 (30F11), CD45.1 (A20), CD45.2 (104), CD127 (A7R34), EpCAM (G8.8), erythroid cell marker (TER-119; TER-119), FcγRIα (MAR-1), Flt3 (A2F10), Ki67 (16A8), PDGFRα (APA5), PD-1 (29F.1A12), Sca-1 (D7), TIGIT (1G9), IL-5 (TRFK5), and fluorochrome-conjugated streptavidin were purchased from BioLegend. mAbs specific for mouse CD25 (PC61.5), CTLA4 (UC10-4B9), IL-13 (eBio13A), KLRG1 (2F1), and F4/80 (BM8) were purchased from eBioscience.

Recombinant mouse IL-2, IL-7, IL-33, Sema3A-Fc, and Sema6D-Fc were purchased from R&D Systems. Anti-IL-10 mAb (JES5-2A5) was purchased from Bio X cell.

### Flow cytometric analysis and sorting

Mouse cells were blocked with anti-CD16/32 to block nonantigen-specific binding of Igs to Fcγ receptors. Live/Dead Fixable Dead Cell Stain Kit (Molecular Probes) was used to stain dead cells. For intracellular cytokine staining, the cells were stimulated with phorbol 12-myristate 13-acetate (PMA) (50 ng/ml; Sigma-Aldrich), ionomycin (1 mg/ml; Sigma-Aldrich), and brefeldin A (1 mg/ml; Thermo Fisher Scientific) for 3 h at 37°C, then fixed and permeabilized using the Intraprep Permeabilization Reagent (Beckman Coulter). Foxp3/Transcription Factor Staining Buffer Set (eBioscience) was used for staining CTLA4 and Ki67. mAbs against CD3ε, CD4, CD5, CD8α, CD11c, CD19, FcγRIα, F4/80, Gr-1, NK1.1, and TER-119 were used as Lin markers for the detection of ILC2s. mAbs against CD3ε, CD11b, CD19, F4/80, Gr-1, NK1.1, and TER-119 were used as Lin markers for the detection of CLP, α-lymphoid progenitor (αLP), common progenitor to all helper-like ILC (CHILP), and ILC2 progenitor (ILC2P). Lung, VAT, and mesentery ILC2s were gated by CD45^+^ Lin^−^ ST2^+^ Thy1.2^+^ CD25^+^. BM ILC2s were gated by CD45^+^ Lin^−^ CD25^+^ ST2^+^ CD127^+^. CLP were gated by CD45^+^ Lin^−^ CD127^+^ α4β7^−^ Flt3^+^, α-LP were gated by CD45^+^ Lin^−^ CD127^+^ α4β7^+^ Flt3^−^, ChILP were gated by CD45^+^ Lin^−^ CD127^+^ α4β7^+^ Flt3^−^ CD25^−^, and ILC2P were gated by CD45^+^ Lin^−^ CD127^+^ α4β7^+^ Flt3^−^ CD25^+^. Eosinophils were gated by CD45^+^ Siglec-F^+^ CD11b^+^ CD11c^low^ SSC^high^. Epithelial cells were gated by CD45^−^ EpCAM^+^ CD31^−^. Endothelial cells were gated by CD45^−^ CD31^+^ EpCAM^−^. Mesenchymal cells were gated by CD45^−^ CD31^−^ EpCAM^−^ PDGFRα^dim+^ Sca-1^+^. ILC2s as CD45^+^ Lin^−^ Thy1.2^+^ ST2^+^ were sorted from the lungs. Cells were analyzed using a FACSCanto II (BD Biosciences) and sorted using a FACSAria II (BD Biosciences). Data were analyzed using FlowJo software (BD Biosciences).

### In vitro ILC2 culture and cytokine quantification

For cytokine production analysis, ILC2s isolated from the lungs were seeded on 96-well round-bottom plates and stimulated in ILC2 culture medium supplemented with 10 ng/ml rmIL-2 and 10 ng/ml rmIL-33 at 37°C under 5% CO_2_. The supernatants were used to determine the concentrations of IL-5, IL-13, and IL-10 using Quantikine ELISA Kits or DuoSet ELISA Kits (R&D Systems).

For mesenchymal cell–ILC2 co-culture, PDGFRa^+^ Sca1^+^ stromal cells were seeded on flat-bottomed 96-well plates in 200 μl DMEM (supplemented with 10% FBS, 50 U/ml penicillin, and 50 μg/ml streptomycin) at a density of 12,000 cells per well and allowed to form monolayers over 5–8 d. Sorted ILC2s were seeded onto the stromal cells at a density of 50,000–100,000 ILC2s per well, as previously described (Dahlgren et al, 2019).

### Quantitative real-time PCR (qRT-PCR)

Total RNA was isolated from sorted cells using RNAClean XP (Beckman Coulter), and cDNA was synthesized with SuperScript IV Reverse Transcriptase (Invitrogen). Quantitative PCR reactions were established using QuantiFast Multiplex PCR Kits (QIAGEN) and run on QuantStudio 7 (Applied Biosystems). The following primers were used: GATA Binding Protein 3 (*Gata3*; Mm00484683), inhibitor of DNA binding 2 (*Id2*; Mm00711781_m1), inhibitor of DNA binding 3 (*Id3*; Mm00492575_m1), interleukin-5 (*Il5*; Mm00439646_m1), interleukin-10 (*Il10*; Mm00439616_m1), interleukin-13 (*Il13*; Mm00434204_m1), interleukin-33 (Il33; Mm00505403_m1), plexin A1 (*Plxna1*; Mm00501110_m1), plexin A4 (*Plxna4*; Mm01163292_m1), RAR-related orphan receptor A (*Rora*; Mm01173766_m1), semaphorin 6d (*Sema6d*; Mm00553142_m1), and endogenous control gene *Actb* (4352341E, Applied Biosystems). The gene expression data were normalized by the expression of an endogenous control gene.

### RNA sequencing

Library preparation was performed using a TruSeq Stranded mRNA Sample Prep Kit (Illumina). Sequencing was performed on an Illumina HiSeq 2500 platform (Illumina) in 75-base single-end mode. CASAVA 1.8.2 software (Illumina) was used for base calling. Sequenced reads were mapped to the mouse reference genome sequence (mm10) using TopHat v2.0.13 in combination with Bowtie2 ver. 2.2.3 and SAMtools ver. 0.1.19. Fragments per kilobase of exon per million mapped fragments (FPKMs) were calculated using Cuffnorm version 2.2.1. The raw data have been deposited in the NCBI Gene Expression Omnibus database (GSE198659).

### CRISPR-mediated gene knockout

VectorBuilder was used to construct and package the lentiviral vectors used for CRISPR-mediated gene knockout in our study: pLV[2CRISPR]-hCas9: T2A: Puro-U6> mPlxna1 [gRNA#1543]-U6> mPlxna1 [gRNA#1169], pLV [2CRISPR]-hCas9: T2A: Puro-U6> mPlxna4 [gRNA#47240]-U6> mPlxna4 [gRNA#46727], and pLV[2CRISPER]-hCas9: T2A: Puro-U6> Scramble [gRNA#1]-U6>. The vector IDs are VB210729-1307uvn, VB211118-1358vvs, and VB211118-1361msk, and can be used to retrieve detailed information about the vectors on vectorbuilder.com. Sorted lung ILC2s were transduced with viral particles 1 d after stimulation with 10 ng/ml rmIL-2 and 10 ng/ml rmIL-33. After 3 d, the infected cells were selected by puromycin culture.

### Statistical analysis

Results are shown as mean ± SEM. All statistical analysis was performed using GraphPad PRISM 8 (GraphPad Software). Statistical comparisons were performed using the non-paired, two-tailed *t* test for the comparison of two groups. One-way ANOVA with Tukey–Kramer post hoc test was used to compare more than two groups. Results were considered statistically significant at *P* < 0.05.

## Supplementary Material

Reviewer comments

## References

[bib1] Antignano F, Braam M, Hughes MR, Chenery AL, Burrows K, Gold MJ, Oudhoff MJ, Rattray D, Halim TY, Cait A, (2016) G9a regulates group 2 innate lymphoid cell development by repressing the group 3 innate lymphoid cell program. J Exp Med 213: 1153–1162. 10.1084/jem.2015164627298444PMC4925019

[bib2] Artis D, Spits H (2015) The biology of innate lymphoid cells. Nature 517: 293–301. 10.1038/nature1418925592534

[bib3] Bando JK, Gilfillan S, Di Luccia B, Fachi JL, Sécca C, Cella M, Colonna M (2020) Ilc2s are the predominant source of intestinal ilc-derived il-10. J Exp Med 217: e20191520. 10.1084/jem.2019152031699824PMC7041711

[bib4] Boonpiyathad T, Tantilipikorn P, Ruxrungtham K, Pradubpongsa P, Mitthamsiri W, Piedvache A, Thantiworasit P, Sirivichayakul S, Jacquet A, Suratannon N, (2021) Il-10-producing innate lymphoid cells increased in patients with house dust mite allergic rhinitis following immunotherapy. J Allergy Clin Immunol 147: 1507–1510.e8. 10.1016/j.jaci.2020.10.02933137358

[bib5] Dahlgren MW, Jones SW, Cautivo KM, Dubinin A, Ortiz-Carpena JF, Farhat S, Yu KS, Lee K, Wang C, Molofsky AV, (2019) Adventitial stromal cells define group 2 innate lymphoid cell tissue niches. Immunity 50: 707–722.e6. 10.1016/j.immuni.2019.02.00230824323PMC6553479

[bib6] Gasteiger G, Fan X, Dikiy S, Lee SY, Rudensky AY (2015) Tissue residency of innate lymphoid cells in lymphoid and nonlymphoid organs. Science 350: 981–985. 10.1126/science.aac959326472762PMC4720139

[bib7] Golebski K, Layhadi JA, Sahiner U, Steveling-Klein EH, Lenormand MM, Li RCY, Bal SM, Heesters BA, Vilà-Nadal G, Hunewald O, (2021) Induction of il-10-producing type 2 innate lymphoid cells by allergen immunotherapy is associated with clinical response. Immunity 54: 291–307.e7. 10.1016/j.immuni.2020.12.01333450188

[bib8] Halim TY, MacLaren A, Romanish MT, Gold MJ, McNagny KM, Takei F (2012) Retinoic-acid-receptor-related orphan nuclear receptor alpha is required for natural helper cell development and allergic inflammation. Immunity 37: 463–474. 10.1016/j.immuni.2012.06.01222981535

[bib9] Halim TY, Steer CA, Mathä L, Gold MJ, Martinez-Gonzalez I, McNagny KM, McKenzie AN, Takei F (2014) Group 2 innate lymphoid cells are critical for the initiation of adaptive t helper 2 cell-mediated allergic lung inflammation. Immunity 40: 425–435. 10.1016/j.immuni.2014.01.01124613091PMC4210641

[bib10] Hoyler T, Klose CS, Souabni A, Turqueti-Neves A, Pfeifer D, Rawlins EL, Voehringer D, Busslinger M, Diefenbach A (2012) The transcription factor gata-3 controls cell fate and maintenance of type 2 innate lymphoid cells. Immunity 37: 634–648. 10.1016/j.immuni.2012.06.02023063333PMC3662874

[bib11] Kang S, Kumanogoh A (2013) Semaphorins in bone development, homeostasis, and disease. Semin Cell Dev Biol 24: 163–171. 10.1016/j.semcdb.2012.09.00823022498

[bib12] Kang S, Nakanishi Y, Kioi Y, Okuzaki D, Kimura T, Takamatsu H, Koyama S, Nojima S, Nishide M, Hayama Y, (2018) Semaphorin 6d reverse signaling controls macrophage lipid metabolism and anti-inflammatory polarization. Nat Immunol 19: 561–570. 10.1038/s41590-018-0108-029777213

[bib13] Kolodkin AL, Matthes DJ, Goodman CS (1993) The semaphorin genes encode a family of transmembrane and secreted growth cone guidance molecules. Cell 75: 1389–1399. 10.1016/0092-8674(93)90625-z8269517

[bib14] Kumanogoh A, Kikutani H (2013) Immunological functions of the neuropilins and plexins as receptors for semaphorins. Nat Rev Immunol 13: 802–814. 10.1038/nri354524319778

[bib15] Kumanogoh A, Kikutani H (2010) Semaphorins and their receptors: Novel features of neural guidance molecules. Proc Jpn Acad Ser B Phys Biol Sci 86: 611–620. 10.2183/pjab.86.611PMC308117020551597

[bib16] Lee MW, Odegaard JI, Mukundan L, Qiu Y, Molofsky AB, Nussbaum JC, Yun K, Locksley RM, Chawla A (2015) Activated type 2 innate lymphoid cells regulate beige fat biogenesis. Cell 160: 74–87. 10.1016/j.cell.2014.12.01125543153PMC4297518

[bib17] Maazi H, Patel N, Sankaranarayanan I, Suzuki Y, Rigas D, Soroosh P, Freeman GJ, Sharpe AH, Akbari O (2015) Icos:Icos-ligand interaction is required for type 2 innate lymphoid cell function, homeostasis, and induction of airway hyperreactivity. Immunity 42: 538–551. 10.1016/j.immuni.2015.02.00725769613PMC4366271

[bib18] Martinez-Gonzalez I, Steer CA, Takei F (2015) Lung ilc2s link innate and adaptive responses in allergic inflammation. Trends Immunology 36: 189–195. 10.1016/j.it.2015.01.00525704560

[bib19] Maruyama T, Li J, Vaque JP, Konkel JE, Wang W, Zhang B, Zhang P, Zamarron BF, Yu D, Wu Y, (2011) Control of the differentiation of regulatory t cells and t(h)17 cells by the DNA-binding inhibitor id3. Nat Immunol 12: 86–95. 10.1038/ni.196521131965PMC3140164

[bib20] McKenzie ANJ, Spits H, Eberl G (2014) Innate lymphoid cells in inflammation and immunity. Immunity 41: 366–374. 10.1016/j.immuni.2014.09.00625238094

[bib21] Miyamoto C, Kojo S, Yamashita M, Moro K, Lacaud G, Shiroguchi K, Taniuchi I, Ebihara T (2019) Runx/cbfβ complexes protect group 2 innate lymphoid cells from exhausted-like hyporesponsiveness during allergic airway inflammation. Nat Commun 10: 447. 10.1038/s41467-019-08365-030683858PMC6347616

[bib22] Monticelli LA, Buck MD, Flamar AL, Saenz SA, Tait Wojno ED, Yudanin NA, Osborne LC, Hepworth MR, Tran SV, Rodewald HR, (2016) Arginase 1 is an innate lymphoid-cell-intrinsic metabolic checkpoint controlling type 2 inflammation. Nat Immunol 17: 656–665. 10.1038/ni.342127043409PMC4873382

[bib23] Moro K, Ealey KN, Kabata H, Koyasu S (2015) Isolation and analysis of group 2 innate lymphoid cells in mice. Nat Protoc 10: 792–806. 10.1038/nprot.2015.04725927389

[bib24] Morita H, Arae K, Unno H, Miyauchi K, Toyama S, Nambu A, Oboki K, Ohno T, Motomura K, Matsuda A, (2015) An interleukin-33-mast cell-interleukin-2 axis suppresses papain-induced allergic inflammation by promoting regulatory t cell numbers. Immunity 43: 175–186. 10.1016/j.immuni.2015.06.02126200013PMC4533925

[bib25] Morita H, Kubo T, Rückert B, Ravindran A, Soyka MB, Rinaldi AO, Sugita K, Wawrzyniak M, Wawrzyniak P, Motomura K, (2019) Induction of human regulatory innate lymphoid cells from group 2 innate lymphoid cells by retinoic acid. J Allergy Clin Immunol 143: 2190–2201.e9. 10.1016/j.jaci.2018.12.101830682454

[bib26] Moro K, Yamada T, Tanabe M, Takeuchi T, Ikawa T, Kawamoto H, Furusawa J-I, Ohtani M, Fujii H, Koyasu S (2010) Innate production of t(h)2 cytokines by adipose tissue-associated c-kit(+)sca-1(+) lymphoid cells. Nature 463: 540–544. 10.1038/nature0863620023630

[bib27] Neill DR, Wong SH, Bellosi A, Flynn RJ, Daly M, Langford TKA, Bucks C, Kane CM, Fallon PG, Pannell R, (2010) Nuocytes represent a new innate effector leukocyte that mediates type-2 immunity. Nature 464: 1367–1370. 10.1038/nature0890020200518PMC2862165

[bib28] O’Connor BP, Eun SY, Ye Z, Zozulya AL, Lich JD, Moore CB, Iocca HA, Roney KE, Holl EK, Wu QP, (2008) Semaphorin 6d regulates the late phase of cd4+ t cell primary immune responses. Proc Natl Acad Sci U S A 105: 13015–13020. 10.1073/pnas.080338610518728195PMC2529027

[bib29] Pasterkamp RJ, Kolodkin AL (2003) Semaphorin junction: Making tracks toward neural connectivity. Curr Opin Neurobiol 13: 79–89. 10.1016/s0959-4388(03)00003-512593985

[bib30] Price AE, Liang HE, Sullivan BM, Reinhardt RL, Eisley CJ, Erle DJ, Locksley RM (2010) Systemically dispersed innate il-13-expressing cells in type 2 immunity. Proc Natl Acad Sci U S A 107: 11489–11494. 10.1073/pnas.100398810720534524PMC2895098

[bib31] Rana BMJ, Jou E, Barlow JL, Rodriguez-Rodriguez N, Walker JA, Knox C, Jolin HE, Hardman CS, Sivasubramaniam M, Szeto A, (2019) A stromal cell niche sustains ilc2-mediated type-2 conditioning in adipose tissue. J Exp Med 216: 1999–2009. 10.1084/jem.2019068931248899PMC6719433

[bib32] Ricardo-Gonzalez RR, Van Dyken SJ, Schneider C, Lee J, Nussbaum JC, Liang HE, Vaka D, Eckalbar WL, Molofsky AB, Erle DJ, (2018) Tissue signals imprint ilc2 identity with anticipatory function. Nat Immunol 19: 1093–1099. 10.1038/s41590-018-0201-430201992PMC6202223

[bib33] Schneider C, Lee J, Koga S, Ricardo-Gonzalez RR, Nussbaum JC, Smith LK, Villeda SA, Liang HE, Locksley RM (2019) Tissue-resident group 2 innate lymphoid cells differentiate by layered ontogeny and in situ perinatal priming. Immunity 50: 1425–1438.e5. 10.1016/j.immuni.2019.04.01931128962PMC6645687

[bib34] Seehus CR, Aliahmad P, de la Torre B, Iliev ID, Spurka L, Funari VA, Kaye J (2015) The development of innate lymphoid cells requires tox-dependent generation of a common innate lymphoid cell progenitor. Nat Immunol 16: 599–608. 10.1038/ni.316825915732PMC4439271

[bib35] Seehus CR, Kadavallore A, de la Torre B, Yeckes AR, Wang Y, Tang J, Kaye J (2017) Alternative activation generates il-10 producing type 2 innate lymphoid cells. Nat Commun 8: 1900. 10.1038/s41467-017-02023-z29196657PMC5711851

[bib36] Spooner CJ, Lesch J, Yan D, Khan AA, Abbas A, Ramirez-Carrozzi V, Zhou M, Soriano R, Eastham-Anderson J, Diehl L, (2013) Specification of type 2 innate lymphocytes by the transcriptional determinant gfi1. Nat Immunol 14: 1229–1236. 10.1038/ni.274324141388

[bib37] Suzuki K, Okuno T, Yamamoto M, Pasterkamp RJ, Takegahara N, Takamatsu H, Kitao T, Takagi J, Rennert PD, Kolodkin AL, (2007) Semaphorin 7A initiates T-cell-mediated inflammatory responses through α1β1 integrin. Nature 446: 680–684. 10.1038/nature0565217377534

[bib46] Takamatsu H, Takegahara N, Nakagawa Y, Tomura M, Taniguchi M, Friedel R, Rayburn H, Tessier-Lavigne M, Yoshida Y, Okuno T, (2010) Semaphorins guide the entry of dendritic cells into the lymphatics by activating myosin II. Nat Immunol 11: 594–600. 10.1038/ni.1885.20512151PMC3045806

[bib38] Vivier E, Artis D, Colonna M, Diefenbach A, Di Santo JP, Eberl G, Koyasu S, Locksley RM, McKenzie ANJ, Mebius RE, (2018) Innate lymphoid cells: 10 years on. Cell 174: 1054–1066. 10.1016/j.cell.2018.07.01730142344

[bib39] Walker JA, Oliphant CJ, Englezakis A, Yu Y, Clare S, Rodewald HR, Belz G, Liu P, Fallon PG, McKenzie AN (2015) Bcl11b is essential for group 2 innate lymphoid cell development. J Exp Med 212: 875–882. 10.1084/jem.2014222425964370PMC4451131

[bib40] Wang S, Xia P, Chen Y, Qu Y, Xiong Z, Ye B, Du Y, Tian Y, Yin Z, Xu Z, (2017) Regulatory innate lymphoid cells control innate intestinal inflammation. Cell 171: 201–216.e18. 10.1016/j.cell.2017.07.02728844693

[bib41] Wong SH, Walker JA, Jolin HE, Drynan LF, Hams E, Camelo A, Barlow JL, Neill DR, Panova V, Koch U, (2012) Transcription factor rorα is critical for nuocyte development. Nat Immunol 13: 229–236. 10.1038/ni.220822267218PMC3343633

[bib42] Yang J, Li X, Morrell NW (2014) Id proteins in the vasculature: From molecular biology to cardiopulmonary medicine. Cardiovasc Res 104: 388–398. 10.1093/cvr/cvu21525274246

[bib43] Yang Q, Monticelli LA, Saenz SA, Chi AS, Sonnenberg GF, Tang J, De Obaldia ME, Bailis W, Bryson JL, Toscano K, (2013) T cell factor 1 is required for group 2 innate lymphoid cell generation. Immunity 38: 694–704. 10.1016/j.immuni.2012.12.00323601684PMC4029843

[bib44] Yu X, Wang Y, Deng M, Li Y, Ruhn KA, Zhang CC, Hooper LV (2014) The basic leucine zipper transcription factor nfil3 directs the development of a common innate lymphoid cell precursor. Elife 3: e04406. 10.7554/eLife.04406PMC435614225310240

[bib45] Zhang J, Qiu J, Zhou W, Cao J, Hu X, Mi W, Su B, He B, Qiu J, Shen L (2022) Neuropilin-1 mediates lung tissue-specific control of ilc2 function in type 2 immunity. Nat Immunol 23: 237–250. 10.1038/s41590-021-01097-835075279

How the deposited data were processed for this re-analysis (not part of the article)

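RNA of lung ILC2s from WT and *Sema6d*-/- mice, given PBS or IL-33 intranasally for 3 days, was sequenced in 12 libraries, 3 for each of 4 groups. Samples were assigned to genotype, treatment and replicate number by their labels. The IL-33 dose is 500 ng per day in the paper and 50 ng in the labels. The replicate numbers, shared by all groups, come from the labels; same-numbered samples are different mice.

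The authors mapped 75-base single-end reads to the mouse genome (mm10) with TopHat 2.0.13, Bowtie2 2.2.3 and SAMtools 0.1.19, and the authors deposited FPKM values from Cuffnorm 2.2.1, with a value for each of 24346 gene symbols in each library. The FPKM values are already scaled for library size and gene length. The annotation used is not named in the paper's text. The legend of Fig 3 speaks of RPKM, which for single-end reads is the same quantity as FPKM. No pair of libraries had identical values (0 pairs), and the highest correlation between any pair was 0.951.

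All values given here were computed from the deposited FPKM values with R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The tests were fixed before the data were examined: limma (lmFit, and eBayes with a trend) on log2(FPKM + 1), with the means of the 4 groups, 8 residual degrees of freedom and no covariates, over the 11466 genes with a mean of at least 0.5 FPKM or named in the paper or in a list of marker genes. The contrasts were the genotypes under IL-33, the genotypes under PBS, IL-33 against PBS in WT, IL-33 against PBS in *Sema6d*-/-, and the interaction of genotype and treatment; p-values were two-sided and adjusted by the Benjamini-Hochberg method. A contrast of the genotypes averaged over both treatments was added after the data were seen. A log2 fold change on this scale understates the change of genes with low values. For single genes, two-sided exact permutation tests of the mean log2(FPKM + 1) were used, which with 3 libraries against 3 cannot give a p below 0.10. Sets of marker genes of 8 other cell types, fixed at the same time, were tested with limma's fry.

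The genes named are those in the paper's figures and text and, for each contrast, up to 5 higher and 5 lower genes with the largest log2 fold change among those with an adjusted p under 0.05 and, except for the interaction, no overlap between the groups. Other genes named in the closing parts were chosen after their values were seen. Gene positions are from the GENCODE vM21 annotation of GRCm38, the build called mm10, or from RefSeq symbols; 99.8% of the tested genes could be placed by symbol.

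Read totals are not part of FPKM values. Relative depth was estimated from genes that stayed below 3 FPKM in every library, whose values in a library would be multiples of the value of a single read if each read counted in full. In 751 of 1727 such genes (43.5%) with a value above 0 in at least 4 libraries, all values were whole multiples of the smallest, and in 945 (54.7%) of the smallest or of its 0.5-fold, the latter rule chosen after the values of *Il10* were seen. With the libraries' steps shuffled 20 times, the wider rule was met by 0.0926% of the genes on average and by at most 0.579%. Depth differed 1.88-fold between the deepest and the shallowest library. Because not all genes gave whole reads, no test was run on reads, and no counting interval is given.

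In data simulated from these libraries with 200 of 11395 genes changed, the median log2 change estimated by limma was 1.10, 1.97 and 3.98 for true changes of 1, 2 and 4; 4%, 24.5% and 79% of the changed genes and 0, 4 and 13 other genes were called, and with no change 0 genes were called. Before the change, each simulated gene had the same mean and spread in all 12 libraries, whereas the real PBS libraries spread more than the IL-33 libraries. The lack of calls with no change therefore does not extend to unequal spread. Other groupings of the real PBS libraries gave up to 51 genes. The marker set test, the permutation tests and relative depth were also tested on simulated data.

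The alternatives tried were a pseudocount of 0.1, no filter, a mean of at least 2 FPKM, quantile normalization, scaling by median ratios, eBayes without the trend, array weights, the replicate number as a block, a fit of only the groups compared, a minimum absolute log2 fold change of 1, and leaving out each library in turn. The flow cytometry, qRT-PCR, ELISA and bone marrow chimera experiments have no values in these files and were not analysed here.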

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

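The tests chosen only after the results were seen were the contrast of the genotypes averaged over both treatments and its exchanges, the windows along the chromosomes, 3 of the 4 gene lists near *Sema6d*, the exchanges with array weights, the fit of the PBS libraries as a test of shared spread, and the correlations.

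For 3 genes the difference between the genotypes itself differed between treatments (limma, interaction of genotype and treatment, 660 genes with an unadjusted p under 0.05, where chance gives 573). Of these genes, 2 are described here. The interaction was 4.06 for *Mterf2* (adjusted p = 0.0403) and −5.61 for *Gm5547* (adjusted p = 0.0100). *Mterf2* was above 0 in the 3 WT PBS libraries, at 10.2 FPKM at most, and listed at 0 in the 3 *Sema6d*-/- PBS libraries, and *Gm5547* was listed at 0 in the 3 WT PBS libraries and at 23.7, 18.1 and 41.5 FPKM in *Sema6d*-/- PBS. Of the 32 ways to exchange same-numbered libraries between the genotypes, 7 gave at least 3 genes. The exchange of all PBS libraries, 1 of the 7, turns this contrast into the difference between the genotypes over both treatments and gave 14 genes; without it, 6 of 31 groupings gave at least 3 genes, with at most 6 in a grouping other than the real one. The calls of *Mterf2* and *Gm5547* were lost in 9 and 5 of 20 alternatives. Both genes described are listed at 0 in a whole PBS group, and PBS libraries list many genes of middle expression at 0. Exons of *Mterf2* overlap those of a gene on the other strand, so reads could have been assigned to either (not tested). The pattern cannot be told apart from chance.

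Between *Sema6d*-/- and WT ILC2s under PBS, a comparison the paper does not report, 71 genes had an adjusted p under 0.05 (limma; 43 higher and 28 lower in *Sema6d*-/-), and 1492 had an unadjusted p under 0.05. Among those whose groups did not overlap, the largest increase was in *AA467197* (log2 fold change 5.74, adjusted p = 0.0468), but this call was lost in 18 of 21 alternatives. The calls of *Gm5547*, *Magohb*, *Ccdc134* and *Klhl25*, also higher in *Sema6d*-/- ILC2s, were each lost in 2. The libraries differ in spread: the median SD of a gene on the log2(FPKM + 1) scale was 0.65 in WT PBS, 0.70 in *Sema6d*-/- PBS, 0.29 in WT IL-33 and 0.28 in *Sema6d*-/- IL-33. The model of all 12 libraries shares a single estimate of the spread. With the PBS libraries alone, 1 gene was called (527 with an unadjusted p under 0.05), and 0 of the 71 were shared with that fit; array weights also gave 1 gene, which is among the 71. Of the 4 groupings that exchange same-numbered libraries, 1, the real grouping, gave as many genes, but the other 3 gave up to 51, with a median of 34, and 4 groupings cannot give a share under 0.25. The share of genes whose PBS groups did not overlap was 8.57%, where chance gives 10% and the other groupings gave 8.55%, 8.66% and 8.29%. The shared spread is thus a candidate explanation for the number of genes, and a biological difference cannot be told apart from it.

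Averaged over both treatments, 14 genes differed between *Sema6d*-/- and WT ILC2s with an adjusted p under 0.05 (limma; 7 higher and 7 lower; 839 with an unadjusted p under 0.05). Of the 32 exchanges of same-numbered libraries, 1, the real grouping, gave as many genes (other exchanges gave at most 6). For 11 of the 14, the genotypes did not overlap and differed in the same direction within both treatments. *Elavl4* was listed at 0 in the 6 WT libraries and was at 4.53 to 11.7 FPKM in the 6 *Sema6d*-/- libraries (adjusted p = 0.000845). *Sh3bgrl3* (log2 fold change −0.82, adjusted p = 0.000845), *Laptm5* (−0.81, adjusted p = 0.00450), *Cap1* (1.75, adjusted p = 0.00188) and *Emp1* (1.93, adjusted p = 0.00188) were expressed in every library. *Cbx7* (−3.43, adjusted p = 0.00188) and *Apobec3* (−3.83, adjusted p = 0.0258) overlap at their ends on opposite strands of chromosome 15, so their reads could have been shared. The call of *Apobec3* was lost in 9 alternatives, and those of *Sh3bgrl3* and *Laptm5* were each lost in 1, eBayes without the trend. *Cap1* overlaps *Ppt1* and *Sh3bgrl3* overlaps *Ubxn11*, also on opposite strands; sharing of reads was not tested for any of them.

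Several of these genes lie together. A window of chromosome 4 from 120000001 to 140000000 (GRCm38) held 5 of the 14 genes, with *Cap1*, *Laptm5*, *Cd52* and *Sh3bgrl3* among them, out of its 199 tested genes (Fisher's exact test, p = 2.68e-06, adjusted p = 0.000380 over 142 windows of 20 Mb), and *Elavl4* lies on the same chromosome. Of the 32 exchanges of same-numbered libraries, 1, the real grouping, reached 5 genes in a window, but the others called at most 6 genes each, so they could hardly reach 5 and this comparison cannot tell whether such a window arises by chance. A candidate explanation is variants of another mouse strain, carried by 1 genotype along a stretch of chromosome, which could change expression or the mapping of reads. The files hold no sequence in which to look for variants, and the paper states that all mice were in the C57BL/6J background. *Id3* (136143497 to 136145755) lies in this window, so its difference between the genotypes may share that cause. This is a hypothesis, since *Id3* is not among the 14 genes. Its log2 fold change was −3.46 under PBS and 0.77 (standard error 0.83) under IL-33, whereas *Cap1*, *Laptm5*, *Cd52* and *Sh3bgrl3* each kept their direction. A cause that acts alike in both treatments would not account for both directions of *Id3*.

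*Sema6d* lies on chromosome 2, where linked variants would be expected first. Within 20 Mb of *Sema6d* there were 193 tested genes. The test set beforehand used genes called both under IL-33 and under PBS; there was only 1, and it lay elsewhere (Fisher's exact test, p = 1), so the test had no power. Of 3 further lists, the 14 genes above had 0 near *Sema6d* (Fisher's exact test, p = 1), the 71 genes under PBS had 1 (Fisher's exact test, p = 0.703), and the 60 genes called under IL-33 with array weights had 7 (Fisher's exact test, p = 6.35e-05). The 7 were *Jmjd7*, *Tmem87a*, *Snap23*, *Ttbk2*, *Pdia3*, *Gatm* and *Sqrdl*, all between 120027483 and 122809553. Of those 60 genes, 6 lay in the window on chromosome 4 (Fisher's exact test, p = 0.000591); 9 of the 60 are among the 14 genes, so this is no independent result. With array weights, the other 3 groupings gave 7, 4 and 1 genes under IL-33 against 60 for the real grouping, and 4 groupings (1 as large) cannot give a share under 0.25. Linked variants near *Sema6d* therefore remain a candidate explanation for part of the differences under IL-33.

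*Sema6d*-/- PBS replicate 2 stood apart in the markers of other lung cells. On the log2(FPKM + 1) scale its mean over 18 macrophage markers was 1.94, whereas it was below 1 in each of the other 5 PBS libraries (0.434 to 0.548 in WT). Its means over the endothelial (1.86) and lung epithelial (1.83) markers were also higher than in any other library. It is the only *Sema6d*-/- PBS library in which *Id3* was above 0, at 10.7 FPKM, and *Id3* may come in part from such cells there. Under IL-33, *Id3* and the endothelial mean rose together over the 6 libraries (Pearson's r = 0.877, exact permutation p = 0.00417; Spearman's rho = 0.943, exact permutation p = 0.0167; r = 0.843 without the 2 libraries farthest from the median), but the adjusted p was 0.0625 over 15 relations, and the relation includes the difference between the genotypes. Within a genotype there are only 3 libraries, too few to recompute it. Under IL-33 the endothelial mean was higher in each *Sema6d*-/- library (0.805 to 0.825) than in each WT library (0.562 to 0.744), although the shift of the set had an adjusted p of 0.892 (limma's fry). Over the WT PBS libraries, *Id3* (25.5, 34.1 and 15.5 FPKM) ran opposite to the endothelial mean (0.683, 0.427 and 1.22). These values argue against endothelial RNA as its main source in WT PBS libraries. Much of the endothelial mean under IL-33 came from *Pecam1* (10.6 to 20.4 FPKM) and *Calcrl* (15.6 to 25.3 FPKM), expressed in all 6 libraries. *Cdh5*, *Tie1*, *Emcn* and *Clec14a* were listed at 0 in all 6. *Ramp2* was above 0 only in *Sema6d*-/- replicates 2 and 3. The mean is thus a weak measure of endothelial RNA. In the *Sema6d*-/- IL-33 libraries *Cldn5* was listed at 0 and *Egfl7* was at most 1.85 FPKM. In *Sema6d*-/- PBS replicate 2 they were at 12.7 and 21.2 FPKM, but *Pecam1* and *Calcrl* were lower. Endothelial RNA as a source of *Id3* under IL-33 is therefore not settled, and no biological explanation was tested for *Sema6d*-/- PBS replicate 2.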

How the results depend on the processing

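The contrast averaged over both treatments was added after the data were seen. The number of genes past the threshold depended on how the spread was modelled. The differences between *Sema6d*-/- and WT ILC2s under IL-33 went from 1 gene to 60 with array weights (31 higher and 29 lower, 1130 with an unadjusted p under 0.05), to 2 with a pseudocount of 0.1 or a mean of at least 2 FPKM, and to 0 with quantile normalization (221 with an unadjusted p under 0.05), with a minimum absolute log2 fold change of 1 (228) or with only the groups compared (1071). Under PBS, 71 genes became 35 without a filter, 41 with quantile normalization, and 1 with array weights or only the groups compared. IL-33 against PBS gave 503 genes in WT and 359 in *Sema6d*-/- ILC2s (227 in *Sema6d*-/- with array weights). The 3 interaction genes became 5 with a pseudocount of 0.1, 7 with eBayes without the trend and 1 with array weights. The 14 genes over both treatments became 9 without a filter. Without the trend, 1 gene was called under IL-33, and 0 genes were shared with the 1 gene called with it. Array weights, which were 1.92 to 3.25 for IL-33 and 0.245 to 0.607 for PBS libraries, moved the count under IL-33 up and under PBS down; the cause of the other changes was not tested. Quantile normalization moved the share of higher genes between IL-33 and PBS in *Sema6d*-/- ILC2s from 61.8% to 51.5%, and in WT from 62.6% to 53.6%.

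With the replicate number as a block, 0 genes differed under IL-33 (214 with an unadjusted p under 0.05), 17 under PBS and 8 over both treatments, 238 genes responded to IL-33 in *Sema6d*-/- ILC2s, and 1 gene had an interaction. Same-numbered libraries are different mice and did not deviate together (mean correlation of their deviations from the group means 0.000659), so the block takes up degrees of freedom without a pairing to model.

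Across the 12 fits that each left out a library, the genes called ranged from 0 to 4 under IL-33, from 20 to 217 under PBS, from 239 to 705 for IL-33 against PBS in WT, from 164 to 511 in *Sema6d*-/- ILC2s, from 0 to 30 for the interaction and from 7 to 54 over both treatments. Under PBS, leaving out any PBS library raised the count (82 to 217) and leaving out any IL-33 library lowered it (20 to 30).

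The differences of *Il10*, *Lag3*, *Id3*, *Foxf1* and *Retnla* between the genotypes under IL-33 kept their direction and stayed above the threshold of 0.05 for the adjusted p in all 21 alternatives. Their log2 fold changes over the settings other than leaving out a library were 1.12 to 2.38 for *Il10*, −2.06 to −0.30 for *Lag3*, 0.69 to 0.83 for *Id3*, 0.29 to 1.42 for *Foxf1* and 3.12 to 4.52 for *Retnla*. With an IL-33 library left out they were 0.59 to 1.85, −0.58 to −0.40, 0.45 to 0.94, 0.14 to 0.75 and 2.56 to 4.91 in the same order; leaving out a PBS library cannot move them. *Sh3bgrl3* lost its call in 7 of these 21 alternatives, and requiring an absolute log2 fold change of at least 1 left 0 genes called.

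A few small differences changed sign. Between the genotypes under IL-33, quantile normalization turned *Csf2* to 0.043 and *Tnf* to 0.00097, and over the fits that left out a library the log2 fold change ranged from −0.20 to 0.13 for *Ctla4*, −0.21 to 0.016 for *Csf2*, −0.090 to 0.078 for *Tnf*, −0.077 to 0.19 for *Bcl11b* and −0.27 to 0.082 for *Tox*. For the interaction these ranges were −0.030 to 0.40 for *Gata3* and −0.17 to 0.36 for *Tcf7*. For IL-33 against PBS they were −0.11 to 0.25 for *Rora* in *Sema6d*-/- ILC2s, −0.38 to 1.04 for *Gfi1* in WT and −0.40 to 0.70 for *Foxf1* in WT, which a pseudocount of 0.1 also turned, to 0.62. The marker shifts ranged from −0.18 to 0.16 for lung epithelial cells and from −0.084 to 0.10 for T cells. The cause of these changes was not tested.

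Of 107 differences of single genes, 50 changed in at least 1 alternative. Over the settings other than leaving out a library, 73 tests lost their call, 2 gained it and 3 changed sign; over the fits that left out a library, 121 lost their call, 6 gained it and 19 changed sign. Of the 35 ratios set beside Fig 3, 3 moved by more than the spread between libraries (*Lag3*, and *Id3* and *Retnla* after IL-33 in *Sema6d*-/- ILC2s), each with a pseudocount. A fit of only the groups compared cannot be made for the interaction, and the log2 ratio of medians has no value where a median is 0.

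Depth limits *Lag3* and *Il10*, the 2 genes whose reads were recovered, with values that rest on 0 to 11 and 0 to 80 reads under IL-33. In PBS libraries, genes of middle expression are often listed at 0, which limits every comparison that includes them.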

Differences from the paper's values

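The values set beside Fig 3 are log2 ratios of group mean FPKM. Of 35 values that could be compared, 29 did not differ from the figure. A difference meant opposite signs or a gap wider than the spread between libraries; where a library was at 0, a gap of 1.5-fold was enough, a rule applied after the values were seen, which adds *Lag3* and *Retnla*. The mean difference with a pseudocount of 0.1, planned for the tests with limma, was set beside the figure only after the values were seen. Fig 3C is labelled as PBS versus IL-33 and was taken as IL-33 over PBS.

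For *Lag3* in *Sema6d*-/- against WT ILC2s, the log2 ratio was −3.53 and the paper's is about −2.2 in Fig. 3A, read by eye. The log2 ratio of means with 0.1 added (−2.07) and the log2 ratio of medians (−2.69), both set before the data were examined, and the mean difference with a pseudocount of 0.1 (−2.06), chosen after seeing the values, did not differ from the paper's value; adding 1 before the ratio or the log, median ratio scaling and leaving out any IL-33 library gave values that did. For *Tnf*, the log2 ratio was −0.0086 and the paper's is about 0.02 in Fig. 3B, read by eye, a difference in sign only; without WT replicate 1 (0.01), WT replicate 3 (0.0064) or *Sema6d*-/- replicate 2 (0.08) under IL-33 the sign was the paper's, and the other alternatives left it negative.

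For *Gfi1* after IL-33 in WT, the log2 ratio was −0.13 and the paper's is about 0.35 in Fig. 3C, read by eye. The mean difference of log2(FPKM + 1) (0.31), the log2 ratio of medians (0.36) and leaving out WT PBS replicate 1 (0.97) did not differ from it, nor did a pseudocount of 0.1 (0.36), chosen after seeing the values; the other alternatives did. For *Foxf1* after IL-33 in WT, the log2 ratio was −0.73 and the paper's is about 0.5 in Fig. 3C, read by eye; none of the alternatives set before the data were examined closed the gap, and a pseudocount of 0.1 (0.62), chosen after seeing the values, did. For *Id3* after IL-33 in *Sema6d*-/- ILC2s, the log2 ratio was 2.36 and the paper's is about 5.2 in Fig. 3C, read by eye; none of the alternatives set before the data were examined closed the gap, and a pseudocount of 0.1 (5.26), chosen after seeing the values, did. For *Retnla* after IL-33 in *Sema6d*-/- ILC2s, the log2 ratio was 8.85 and the paper's is about 7.2 in Fig. 3C, read by eye; none of the alternatives set before the data were examined closed the gap, and a pseudocount of 0.1 (7.14), chosen after seeing the values, did. Where leaving out a library or taking medians left a group at 0, there was no ratio.

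No ratio exists for *Retnla* in WT and *Foxf1* in *Sema6d*-/- ILC2s, which were listed at 0 in all PBS libraries of that genotype; Fig. 3C gives about 2.9 and about 3.6, read by eye, and the mean differences with a pseudocount of 0.1 were 3.30 and 3.78.

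The paper states significant increases of *Id3*, *Retnla* and *Foxf1*. The paper names no test for the RNA-seq values, and its general rule is a P under 0.05 from a t test. No adjustment over genes is mentioned, so that threshold is looser than the one used here. Here none of these genes had an adjusted p under 0.05 from limma between the genotypes under IL-33 in any setting. The unadjusted limma p was 0.0107 for *Retnla*, 0.369 for *Id3* and 0.399 for *Foxf1*. By qRT-PCR, the paper also reports higher *Id3* in *Sema6d*-/- ILC2s after IL-33 and *A. alternata*. For IL-33 against PBS in *Sema6d*-/- ILC2s, *Id3* was called without *Sema6d*-/- PBS replicate 2 (log2 fold change 4.26, adjusted p = 0.00245; over its alternatives the adjusted p went up to 0.242), and so was its interaction of genotype and treatment (5.41, adjusted p = 0.0298; up to 0.988) and its difference between the genotypes under PBS (−4.64, adjusted p = 0.00388; up to 0.850). *Retnla* was called with a pseudocount of 0.1 (7.14, adjusted p = 0.0340) and without *Sema6d*-/- IL-33 replicate 1 (6.03, adjusted p = 0.00625; up to 0.397), and *Foxf1* with only the groups compared (1.19, adjusted p = 0.0355; up to 0.611). Adjusted over the 28 genes of Fig 3A–C alone, *Id3* (adjusted p = 0.00860) and *Retnla* (adjusted p = 0.00656) responded to IL-33 in *Sema6d*-/- ILC2s. The paper states higher *Il10* and lower *Lag3* in *Sema6d*-/- ILC2s. The direction was the same here in all settings, and the adjusted p from limma was under 0.05 in none. Unadjusted, the limma p with all libraries was 0.0746 for *Il10* and 0.0302 for *Lag3*.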

Other observations

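The correlations, the comparison of depth, the share of genes listed at 0 and the use of the neutrophil, B cell and T cell sets as explanations are tests chosen only after the results were seen.

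*Id3*, *Foxf1* and *Retnla* are also expressed by other lung cells, so the marker genes of such cells were compared between *Sema6d*-/- and WT ILC2s under IL-33 with limma's fry, adjusted over 8 sets. The alternatives run for these sets were only a pseudocount of 0.1, the replicate number as a block and leaving out each library in turn. The macrophage set was higher by 0.71 on the log2(FPKM + 1) scale (13 of 18 genes higher, adjusted p = 0.355), and over the alternatives its shift stayed positive, between 0.50 and 1.26, with an adjusted p from 0.115 to 0.813. The neutrophil set was higher by 0.13 (4 of 10 genes higher, adjusted p = 0.355), and over the alternatives its shift stayed positive, between 0.06 and 0.38, with an adjusted p from 0.125 to 0.813. Its markers *S100a8*, *S100a9*, *Camp* and *Elane* were listed at 0 in all 12 libraries, which argues against neutrophil RNA. *Retnlg* (at most 3.79 FPKM) and *Mmp8* (at most 1.34 FPKM) were above 0 in each *Sema6d*-/- IL-33 library. The endothelial (shift 0.17, adjusted p = 0.892), mesenchymal (−0.12, adjusted p = 0.892), eosinophil (−0.01, adjusted p = 0.892), B cell (−0.11, adjusted p = 0.892), lung epithelial (−0.0026, adjusted p = 0.928) and T cell sets (0.01, adjusted p = 0.928) had higher adjusted p-values. The genotypes did not overlap in the means of the endothelial set, higher in each *Sema6d*-/- library (0.805 to 0.825 against 0.562 to 0.744), and of the B cell set, lower in each *Sema6d*-/- library (0.315 to 0.475 against 0.488 to 0.545). *Retnla* and the macrophage mean were correlated over the 6 IL-33 libraries (Pearson's r = 0.828, exact permutation p = 0.0708; Spearman's rho = 0.543, exact permutation p = 0.297; adjusted p = 0.354 over 15 relations), but without the 2 libraries farthest from the median, r was −0.826, so the relation rests on those libraries. The criterion for a set, an adjusted p under 0.05, was met by none of the 8. A rule added after the p-values were seen was a shift upward in every setting run for the sets, with an unadjusted p under 0.05 in some. It leaves the macrophage and neutrophil sets open, although the neutrophil markers listed at 0 argue against the latter. The lack of overlap, also considered afterwards, leaves the endothelial set open. RNA of macrophages may thus contribute to *Retnla*, and these libraries neither show it nor rule it out. In *Sema6d*-/- IL-33 replicates 2 and 3, *Chil3*, *Lyz2* and *C1qb* were above every WT IL-33 value. The markers *Csf1r*, *Mrc1*, *Marco* and *Adgre1* were listed at 0 there. The genes of the Y chromosome *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were above 0 in 0 of the 12 libraries, and *Xist* was between 13.9 and 24.1 FPKM in all, so the groups did not differ in sex.

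*Id3* was listed at 0 in 2 of the 3 *Sema6d*-/- PBS libraries. Of 3294 genes with a mean under IL-33 between 7.26 and 29.0 FPKM, as *Id3* has, 4.83% were listed at 0 in at least 2 of the *Sema6d*-/- PBS libraries and 5.53% in at least 2 of the WT PBS libraries, against 0.668% in either IL-33 group. The limits for this test, 10% and 1%, were set after the share of 4.83% was known, and replaced an earlier limit of 5% that was also written with it known. The share lies between them, so the test settles nothing. Values of 0 that come from the PBS libraries themselves thus remain a possible explanation for the rise of *Id3* after IL-33 in *Sema6d*-/- ILC2s. The PBS libraries were shallower on average, but *Sema6d*-/- PBS replicate 3 (relative depth 0.998) listed 237 of 3617 genes of middle expression at 0, whereas *Sema6d*-/- IL-33 replicate 2 (relative depth 0.968) listed 39, so depth alone does not account for the values of 0. The number of cells sorted for each library is not given in the paper's text, and it was not tested.

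Between IL-33 and PBS, 503 genes had an adjusted p under 0.05 in WT (315 higher, 188 lower; limma) and 359 in *Sema6d*-/- ILC2s (222 higher, 137 lower). Of the 4 groupings that exchange same-numbered libraries, 1, the real grouping, gave as many genes in each genotype; the others gave 0 in WT and at most 1 in *Sema6d*-/- ILC2s. For the genotypes under IL-33, 1 of 4 groupings, the real grouping, gave at least 1 gene. With 4 groupings the share cannot fall under 0.25. *Tff1* was listed at 0 in the 6 PBS libraries and was at 144 to 257 FPKM in WT and 77.7 to 113 FPKM in *Sema6d*-/- ILC2s under IL-33 (adjusted p = 2.13e-06 and 8.51e-06). *Itgae* (log2 fold change 5.62 in WT and 6.19 in *Sema6d*-/-) and *Il1r2* (6.80 and 5.81; its call was lost in 4 of 21 alternatives in WT and 12 in *Sema6d*-/-) also rose, and *Cd24a* (−5.65) and *Bmp2* (−3.77) fell in WT. *Mki67* rose from at most 0.0279 FPKM under PBS to 2.54, 3.05 and 3.02 FPKM in WT and 2.72, 0.973 and 1.43 FPKM in *Sema6d*-/- ILC2s (log2 fold change between the genotypes under IL-33 −0.56, adjusted p = 1, limma).

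The share of genes whose genotypes did not overlap under IL-33 was 14.2%, where chance gives 10% and the other groupings gave 8.87%, 9.65% and 9.02%. With only the IL-33 libraries in the fit, 1071 genes had an unadjusted p under 0.05, against 535, 631 and 537 in the other groupings, although 0 passed the adjustment. Of the 60 genes called with array weights, 0 are genes named in the paper.

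Some genes the paper studies by other methods were measured here. *Plxna4* and *Il33* were listed at 0 in all 12 libraries. *Plxna1* was between 1.42 and 11.7 FPKM, with 7.24 ± 2.06 FPKM (SD, n = 3) in WT and 6.29 ± 2.46 FPKM (SD, n = 3) in *Sema6d*-/- ILC2s under IL-33. *Pdcd1* was at 414 ± 45.3 FPKM (SD, n = 3) in WT and 450 ± 40.7 FPKM (SD, n = 3) in *Sema6d*-/-, and *Thy1* at 58.3 ± 3.76 FPKM (SD, n = 3) and 51.5 ± 9.06 FPKM (SD, n = 3) under IL-33, each with an adjusted p of 1 from limma. *Klrg1* was also higher on average in *Sema6d*-/- ILC2s under PBS, at 498, 371 and 394 FPKM against 349, 141 and 309 FPKM in WT (log2 fold change 0.75, adjusted p = 0.295, limma).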
